# A CW-type zinc finger protein is involved in RES-oxylipin signaling and the response to abiotic stress in *Arabidopsis thaliana*

**DOI:** 10.3389/fpls.2025.1535643

**Published:** 2025-03-12

**Authors:** Manuel Lange, Arthur Korte, Maximilian Fuchs, Agnes Fekete, Claudia Mueller, Barbara Dierich, Jannis Witte, Thomas Dandekar, Martin J. Mueller, Susanne Berger

**Keywords:** RES-oxylipins, stress signaling, zinc finger protein, *Arabidopsis*, oxidative stress, detoxification

## Abstract

**Introduction:**

Oxylipins regulate the response of plants to biotic and abiotic stress factors and the tolerance of unfavorable conditions. While the signaling pathway of jasmonic acid has been intensively studied, little is known about the signal transduction that mediates the responses of reactive electrophile oxylipins such as 12-oxo phytodienoic acid and prostaglandins.

**Methods and results:**

Here, a CW-type zinc finger protein (ZIFI1, At3g62900) was identified as a new signaling factor in a mutant screen. Transcriptome analysis of *Arabidopsis* mutants with a defect in this gene showed that the zinc finger protein is involved in regulating gene expression. Only about half (327 genes) of the about 646 genes induced by the reactive electrophilic oxylipin prostaglandin in the wild type was also up-regulated in the *zifi1* mutant. The differentially expressed genes are enriched in genes related to detoxification and responses to stress factors such as oxidative stress. Therefore, it was tested whether a defect in the zinc finger gene resulted in altered sensitivity to stress factors. The sensitivity to the reactive oxygen species butyl hydroperoxide and to the xenobiotic triiodobenzoic acid was increased in the mutant. In addition, production of reactive oxygen species induced by the bacterial elicitor flg22 was accelerated.

**Discussion:**

The results provide new insights into the factors involved in the signaling of reactive electrophiles and the connection of different stress signaling pathways.

## 1 Introduction

Environmental stress conditions often result in the production of reactive compounds. This might be the consequence of the stress, or the production might be on purpose being part of defense reactions or both. Reactive compounds comprise reactive oxygen species (ROS) as well as organic compounds with reactive structural features (Knieper et al., 2023). There are several reports that compounds of both groups accumulate upon stress factors and function in stress signaling (Almeras et al., 2003; Mittler et al., 2022). Both groups are connected in that ROS can contribute to the production of reactive compounds. For instance, lipid peroxidation by ROS leads to the formation of oxidized lipids such as phytoprostanes and malondialdehyde (Farmer and Mueller, 2013). In addition, the accumulation of reactive compounds might lead to enhanced levels of ROS.

Reactive electrophile species (RES) are characterized by their tendency to react with nucleophilic groups. The electrophilic reactivity is consists of diverse structural features. One group consists of isothiocyanates which are defense compounds, prominently found in the family of Brassicaceae (Burow and Halkier, 2017). These compounds are present as non-reactive glucosinolates which are converted to reactive isothiocyanates by myrosinases after tissue damage.

Another important group of RES comprises RES-oxylipins which contain an α,ß-unsaturated carbonyl structure (Knieper et al., 2023). Examples of RES-oxylipins in plants are 12-oxo-phytodienoic acid (OPDA), phytoprostanes, and hexenal. Several RES-oxylipins accumulate in response to stress and are biologically active (Croft et al., 1993; Almeras et al., 2003; Grun et al., 2007). Among the RES-oxylipins, OPDA is the most studied compound. OPDA is an enzymatically formed cyclopentenone oxylipin that can be further converted to jasmonic acid (JA), and the application of OPDA will elicit CORONATINE INSENSITIVE 1 (COI1)-mediated responses via JA-isoleucine. In addition, OPDA has signaling functions independent of its conversion to JA. In *Arabidopsis*, OPDA is involved in the regulation of stomatal closure in response to drought and hypoxia (Savchenko et al., 2014). OPDA is also involved in defense against the necrotrophic fungi *Alternaria brassicicola* and *Botrytis cinerea* (Raacke et al., 2006). Also, products of the 9- and 13-lipoxygenase pathway such as 9- and 13-keto-octadecadienoic/keto-octadecatrienoic acids can regulate stomatal closure (Montillet et al., 2013). Furthermore, non-enzymatically formed RES-oxylipins and fragmented oxylipins such as A_1_-, B_1_-, and dJ_1_-phytoprostanes; malondialdehyde; and hexenal increase upon stress conditions and exhibit biological activity (Croft et al., 1993; Almeras et al., 2003; Grun et al., 2007). Regulation of gene expression has been reported for several RES. A considerable overlap of genes responsive to several RES-oxylipins comprises genes related to detoxification and heat stress (Mueller et al., 2008; Yamauchi et al., 2015). Particularly, heat-stress-related genes are also induced by the isothiocyanate sulforaphane and the ROS H_2_O_2_ (Ferber et al., 2020).

Although RES-oxylipins are accepted to function as signaling compounds, the signal transduction mechanisms mediating the biological activities of RES-oxylipins are still only partly known. The perception mechanism for RES-oxylipins is not clear yet. It has been shown that most responses are independent of the JA-isoleucine-JAZ-coreceptor COI1. An OPDA-binding protein, cyclophilin 20-3, has been reported which is involved in mediating part of OPDA-induced effects (Park et al., 2013). Rather downstream in the signaling pathway, TGA transcription factors have been shown to be important for the induction of genes in response to OPDA, A_1_-phytoprostanes, and prostaglandin A_1_ (Mueller et al., 2008; Stotz et al., 2013). However, only 30% of gene induction by OPDA was dependent on TGA factors. To identify new factors of RES-oxylipin signaling, we performed a screen for mutants that are less responsive to RES-oxylipins.

Because of their reactivity, RES at higher concentrations have toxic effects on cells. A typical reaction is the formation of covalent adducts with nucleophiles such as thiol and amino groups in peptides and proteins (Mueller and Berger, 2009). To avoid unintended reactions of RES, organisms have developed mechanisms to metabolize RES to less reactive compounds. These detoxification mechanisms include conjugation with glucose or glutathione. The covalent bond to glutathione can be formed non-enzymatically or enzymatically which is catalyzed by glutathione-S-transferases (GSTs). Members of the GST family have in general a broad substrate specificity. Expression of a high proportion of GSTs is upregulated by stresses and RES such as isothiocyanates, OPDA, A_1_, and phytoprostanes (Mueller et al., 2008; Hara et al., 2010).

This work reports the identification of the CW-type zinc finger protein ZIFI1 which is involved in the regulation of gene expression in response to RES-oxylipins. A defect in this gene resulted in lower expression of genes related to different abiotic stresses, particularly detoxification. The sensitivity of a *zifi1* mutant to oxidative stress and the xenobiotic 2,3,5-triiodobenzoic acid (TIBA) was increased.

## 2 Materials and methods

### 2.1 Plant cultivation and treatment with RES

The T-DNA insertion lines SALK_064820 (for At3g62900, *ZIFI1* gene) and SALK_130710 (for At3g61340, *F-box* gene) were received from the stock center, and the presence of the insertion was verified by PCR. Col-0 was used as the corresponding wild type. The GST6::LUC line was used as the control line for the *nr1* mutant (see also **Supplementary Figure 1**). Seeds were sterilized with chlorine gas. For gene expression analysis upon prostaglandin A_1_ (PGA) and sulforaphane (both Cayman Chemical, Ann Arbor, USA) treatments, sterilized seeds were cultivated in liquid Murashige and Skoog medium with 3% sucrose under short day conditions (9 h light, 160 µE, 22°C) on an orbital shaker. Two days of incubation in the refrigerator preceded the exposure to light. After 7 days, the medium was exchanged. Ten-day-old seedlings were treated by exchanging the medium to a 0.5-mL medium containing 75 µM of PGA, 75 µM of OPDA, 75 µM of sulforaphane, or 0.5% MeOH as mock.

### 2.2 Growth on TIBA

Sterilized seeds were sown on agar plates with Murashige and Skoog medium containing 3% sucrose and 0.1 mM of 2,3,5-triiodobenzoic acid. After 2 days in the refrigerator, plates were placed horizontally under short day conditions (9 h light, 160 µE, 22°C). Germination and growth were scored after 14 days in the light.

### 2.3 Ion leakage

Plants were grown for 6 weeks in pricking soil (SP pikier, Einheitserdewerkverband, Sinntal, Germany) under short day conditions (10 h light, 160 µE). Leaf discs of 5 mm were punched and floated overnight on water at 22°C with slow agitation. Leaf discs were placed in a 24-well plate with 1 mL of water and five discs per well. The water was exchanged for the treatment solution containing 1 mM of tert-butyl hydroperoxide, and controls were treated with water. Samples for gene expression were harvested after 1.5 h. Ion leakage was determined at different time points with a conductivity device (Horiba, Lelystad, Netherlands). After 27 h, leaf discs were incubated at 100°C to kill the cells, and maximal ion leakage was measured after cooling down. Ion leakage was calculated as the percentage of maximal ion leakage.

### 2.4 ROS measurements

Plants were grown for 36 days in pricking soil under short day conditions (10 h light, 160 µE). Leaf discs of 5 mm were punched and floated overnight on water at 22°C with slow agitation. Leaf discs were placed in a 96-well plate (one disc per well) with the lower side down floating on 100 µL of water and incubated for 3 h in the dark. The water was exchanged for 50 µL of measuring solution containing 0.006 mg/mL of luminol, 2% DMSO, and 0.006 mg/L of horse radish peroxidase. Another 50 µL of measuring solution containing 100 nM of flg22 was added immediately before the start. Measurement was performed with the Clariostar plus (BMG Labtech, Ortenberg, Germany) in 2-min intervals with a measuring time of 0.8 s/well.

### 2.5 Mutant screen

Seeds of the GST6::LUC line were mutagenized with ethyl methanesulfonate (Sigma, Saint Louis, USA). Seeds (100 mg) were incubated for 16 h in 0.1 M of sodium phosphate buffer pH 5 at 4°C. Ethyl methanesulfonate was added to a concentration of 0.4%, and incubation was performed for 8 h on a shaker at room temperature. Seeds were washed twice with 0.1 M of sodium thiosulfate and two times with distilled water. Plants were grown in soil, and after self-pollination, seeds of single M1 plants were collected separately. These seeds of the M2 generation were used for screening to be able to detect recessively inherited mutant phenotypes. M2 seeds of 3,257 independent M1 lines were grown in 96-well plates in liquid medium (one plant per well, eight plants per line) and screened for lower induction of luciferase activity after treatment with 75 µM of PGA in comparison to the non-mutagenized GST6::LUC line. Putative less-responsive mutants were selected and retested in the next generation. Backcrosses to the non-mutagenized GST6::LUC line were performed, and the next two generations were tested for segregation of the phenotype of less luciferase activity after PGA treatment. For measurement of luciferase activity, 50 µL of a 1-mM luciferin solution containing 0.01% Triton X-100 was added to each well. After 10 min of exposure to darkness, light emission was collected for 10 min with a CCD camera (Hamamatsu C4742-98; Hamamatsu Photonics). The Imaging Software Hokawo 2.1 (Hamamatsu Photonics) was used for image acquisition. For quantitative analysis, the collection of light emission was for 15 min and the mean of mock controls was subtracted.

### 2.6 Mapping of *nr1*

To establish a mapping population, the backcross of the *nr1* mutant to the non-mutagenized GST6::LUC control line was used. F1 plants were grown and seeds of the F2 generation were harvested after self-pollination. Plants of the F2 were tested for the mutant phenotype (less luciferase activity after PGA treatment). A population of 50 F2 plants with mutant phenotypes was selected and the mutant phenotype was confirmed in the F3 generation of these plants. DNA of the 50 F2 plants was pooled, sequenced, and compared to the Col-0 wild type and the GST6::LUC control line. To identify genomic regions that correlate with the observed phenotype, bulked segregant analysis was performed using SHOREmap v3.5 (Schneeberger et al., 2009). This analysis revealed that the causative mutation is presumably located at the end region of chromosome 3 (**Supplementary Figure 2**). Detailed analysis could identify a mutation in the *nr1* gene that leads to an exchange of a G to an A (Chr 3, position 23252228) in the *nr1* sequence which results in a premature stop codon.

### 2.7 Generation of complementation lines

The complete coding sequence of *ZIFI1* (At3g62900.1) of 4,212 bp with additional attb recombination sites for gateway cloning of 61 bp was synthesized and inserted in the vector pUC53 (Genewitz, Leipzig, Germany). By BP reaction, the CDS was transferred to the entry vector pDONR201 and by LR reaction to the destination vector pB2GW7. *Agrobacterium tumefaciens* strain GV3101 was transformed with pB2GW7Zifi. A floral dip of *nr1* mutant plants with pB2GW7Zifi containing *Agrobacterium* suspension was performed as described in Clough and Bent (1998). Plants containing the transgene were selected by Basta resistance and expression of the *ZIFI1* gene was analyzed by RT-qPCR.

### 2.8 RNA isolation and quantitative RT-PCR

Approximately 100 mg of plant material was ground in a mixer mill at 21 Hz. Total RNA was extracted using NucleoZOL (Machery and Nagel, Dueren, Germany) according to the manufacturer’s protocol. RNA concentration was determined spectrophotometrically. The remaining DNA was removed using RNase-free DNase I (Fermentas, St. Leon-Rot, Germany) according to the manufacturer’s protocol. First-strand cDNA and real-time PCR were performed as described previously (Szyroki et al., 2001) using SYBR-Green Capillary Mix (Thermo Fisher Scientific, Hamburg, Germany) and a CFX 96™ Real-Time System C1000™ Thermal Cycler (Bio-Rad, CA, USA). The primers used (Merck and TIB MOLBIOL, Berlin, Germany) are given in **Supplementary Table 1**.

### 2.9 Transcriptome analysis

RNA was extracted from approximately 100 mg of plant material using NucleoZOL (Machery and Nagel, Dueren, Germany) as described above. RNA was purified using the RNeasy kit (Qiagen, Hilden, Germany). RNA concentration was determined spectrophotometrically. RNA integrity was confirmed using an Agilent RNA 6000 Nano Chip on an Agilent 2100 BioAnalyzer (vB.02.03 BSI307). Labeling and hybridization were performed by the array facility of the University of Erlangen. Labeling and preparation of samples for hybridization were conducted as described in the one-color microarray-based gene expression analysis protocol provided by Agilent including the one-color RNA spike-in kit (v5.0.1, 2006; Agilent Technologies, Santa Clara). Slides were scanned on the Agilent Microarray Scanner with extended dynamic range (XDR) at high resolution (5 μm). Data sets were extracted by feature extraction software package (v11.5.1.1/Agilent Technologies) using a standard protocol (GE1_1105_Oct12). Three independent, biological replicates were analyzed.

Raw microarray data were imported and processed using the read.maimages function in R. Initial quality control included the inspection of raw data for quality metrics and the filtering of low-quality probes. Background correction and normalization were carried out using the limma package, with quantile normalization applied to ensure consistency across arrays. Differential gene expression analysis was performed using limma. An adjusted *p*-value threshold of 0.05, corrected for multiple testing using the Benjamini–Hochberg method, was applied to identify differentially expressed genes. Only genes with a log fold change greater than 1 or less than −1 were considered significant. For exploratory data analysis, principal component analysis (PCA) was conducted using the prcomp function. The results were visualized with ggplot2 to assess sample clustering and identify potential outliers. Functional overrepresentation analysis of differentially expressed genes (DEGs) was performed using the gprofiler2 package, with probe annotations based on GPL9020.

### 2.10 Analysis of glutathione conjugates

Thirty to 80 mg of plant material was used for each sample. Extraction and measurement were performed as described in Ferber et al. (2020). A 10-µL extraction solution (methanol:water:formic acid 9:1:0.1) containing 8.5 mM of methane thiosulfonate and 10 nmol of glutathione ethylester as internal standard was added per mg seedling material. After incubation for 2 min at 80°C, the samples were homogenized using a ball mill and centrifuged for 10 min at 10,000*g* and 4°C. The supernatant was transferred to a new tube, cleared by centrifugation, and used for analysis with an Acquity UPLC coupled with a quadrupole/time-of-flight mass spectrometer (Synapt G2 HDMS, Waters, Milford, MA, United States). Separation was performed using a BEH C18 column (2.1 × 100 mm, 1.7 µm, Waters) with a precolumn. The column temperature was 40°C. Eluent A was 0.1% formic acid in water, and eluent B was 0.08% acetonitrile in water. Eluent B was added in a gradient of 0%–60% over 5 min. The flow rate was 0.3 mL/min. Mass spectroscopy was performed in a mass range of 50–1,200 Da using negative electrospray ionization.

### 2.11 Statistics

For the statistical analysis of the differences between treatment and control or between the mutant and control lines, the Student’s *t*-test or two-way ANOVA with Tukey’s HSD test was used as specified in the legends.

## 3 Results

### 3.1 A zinc finger protein is involved in RES-oxylipin signaling

In order to identify new components of RES-oxylipin signaling pathways, a non-biased forward genetic approach was pursued. The GST6::LUC reporter line (Chen and Singh, 1999) was mutagenized and a mutant population was screened for altered luciferase activity upon RES-oxylipin treatment. The *GST6* gene encodes a GST which can detoxify RES. This enzyme can conjugate OPDA and A_1_-phytoprostanes with glutathione which probably contributes to the inactivation of these RES-oxylipins (Mueller et al., 2008). Prostaglandin A_1_ (PGA) was used for the mutant screen as a model RES-oxylipin. PGA is a signaling compound in animals and is structurally related to A_1_-phytoprostanes and OPDA. PGA treatment results in a similar and even stronger induction of RES-oxylipin responsive genes such as *GST6*, *OPR1*, *CYP81D11*, and *GST25* (Stotz et al., 2013). PGA has the advantage that—in contrast to OPDA—it cannot be converted to JA. A total of 3,257 independent M1 lines were screened for lower induction of luciferase activity after treatment with 75 µM of PGA in comparison to the non-mutagenized GST6::LUC line. The mutant *nr1* (non-responsive1) showed pronounced lower luciferase activity after PGA treatment compared to the control line (**Figures 1A, B**). This phenotype was recessively inherited. To investigate, whether also the response to the endogenous RES-oxylipin OPDA is altered, induction of luciferase activity by OPDA was tested. The *nr1* mutant showed significantly less induction of luciferase activity by OPDA compared to the control line (**Figures 1A, B**).

**Figure 1:**
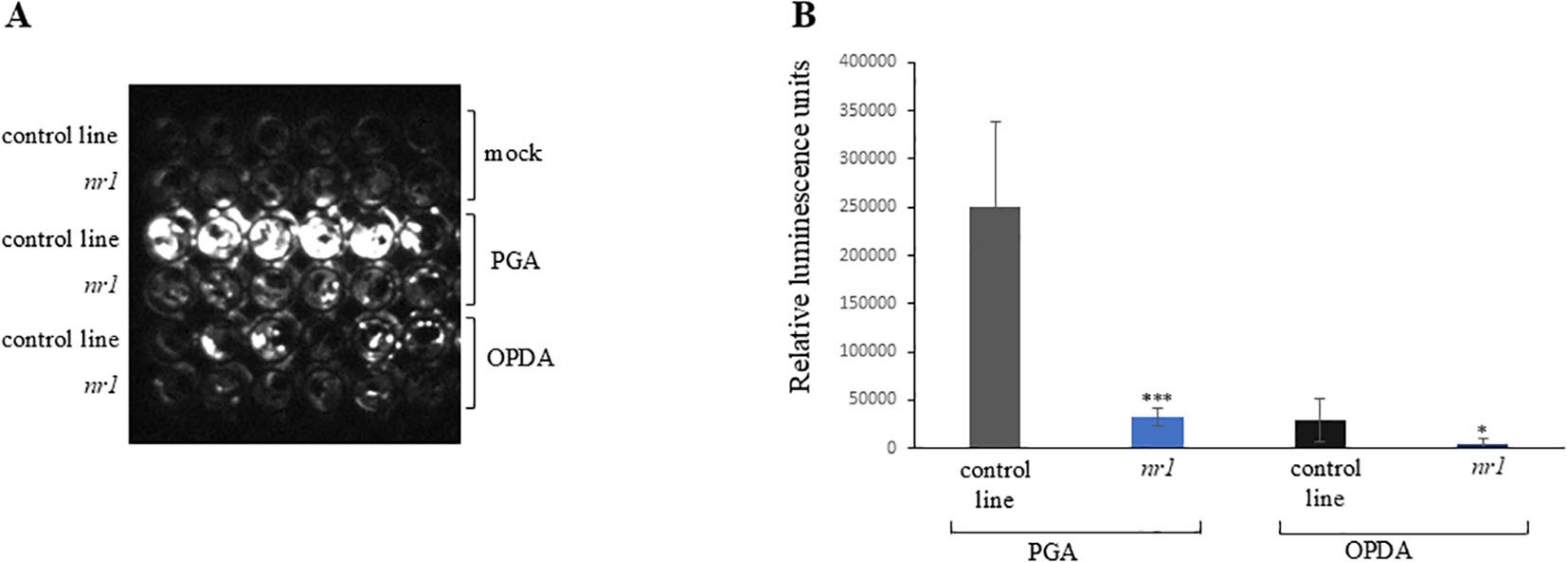
Luciferase activity of the *nr1* mutant after oxylipin treatment. Ten-day-old seedlings were treated with mock (MeOH), 75 µM of PGA, or 75 µM of OPDA. The control line is the non-mutagenized GST6::LUC line. **(A)** Luminescence was recorded with a CCD camera 7 h after treatment. Shown are six replicates of each genotype and treatment. **(B)** Luminescence of each well was determined 7 h after treatment. Shown is the mean of six replicates of each genotype and treatment ± SD. Stars indicate significant differences between *nr1* and the control line (*p < 0.05; ***p < 0.001). The experiment was repeated two times with similar results.

Bulked segregant analysis revealed a region at the end of chromosome 3 that showed significant allele frequency changes between wild-type and mutant plants (**Supplementary Figure 2**). This analysis indicated that the causative mutation is located in this region, which contains two possible candidate genes with non-synonymous base changes within the coding sequence. Both SNPs show an allele frequency for the respective SNP of 1 in the pooled mutant lines. The two candidate genes encode a CW-type zinc finger protein (At3g62900, ZIFI1) and an F-box protein (At3g61340), respectively.

To find out which of these mutations is responsible for the lower response to PGA, expression of the RES-oxylipin responsive gene *TolB-related* was analyzed in separate T-DNA insertion lines with a defect in either one or the other of the two candidate genes. *TolB-like* expression after PGA treatment was lower in seedlings of *nr1* and the line defective in the *ZIFI1* gene, while in the line with a defect in the F-Box gene expression was similar to the wild type (**Figure 2**). In a second approach, the wild type coding sequence of the *ZIFI1* gene was expressed in the *nr1* background. Expression of the *ZIFI1* gene showed in different lines at least partial complementation of PGA-induced luciferase activity (**Supplementary Figure 3**).

**Figure 2:**
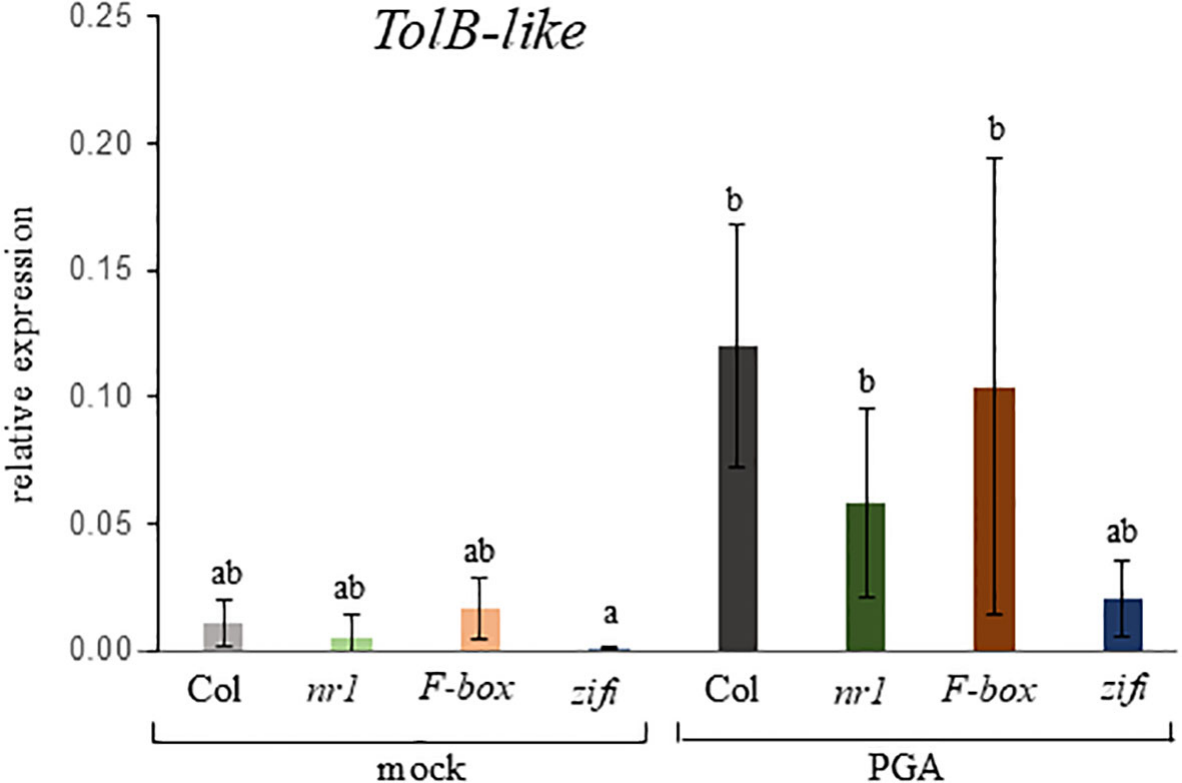
Expression of the RES-oxylipin-responsive gene *TOLB-like* in different mutant lines. Seedlings of wild type Col (gray bars), *nr1* (green bars), and the T-DNA-insertion lines F-box (red bars) and *zifi1* (blue bars) were treated with mock or 75 µM of PGA for 4 h. Expression is relative to *SAND*. Shown is the mean of four biological replicates ± SD. Different letters above the bars indicate statistically significant differences (two-way analysis of variance followed by Tukey’s HSD test, *p* < 0.05). The experiment was repeated with similar results.

Based on the results of both approaches, it was concluded that the mutation in the *ZIFI1* gene is causative for the lower sensitivity to RES-oxylipins.

### 3.2 The zinc finger gene shows little regulation on a transcriptional level

So far, no functional roles have been assigned to this protein. Often, the function of proteins is mirrored by a transcriptional regulation related to the function (Zimmermann et al., 2004). Based on the information in Genevestigator and the eFP Browser, expression of *ZIFI1* was at medium to high levels in different organs and at different developmental stages (**Supplementary Figures 4A, B**). Different treatments resulted only in little up- or downregulation of *ZIFI1* expression (**Supplementary Figure 4C**). In summary, the expression profile of the *ZIFI1* gene did not give strong indications for the biological function of this protein.

### 3.3 Genes related to stress responses show altered expression in the zinc finger mutant

The zinc finger is a DNA-binding motif and zinc finger proteins are often transcriptional regulators. Therefore, transcriptome analysis was employed to reveal the function of this protein. To avoid the effects of the mutations in *nr1* which are close to the *ZIFI1* gene and do not segregate (e.g., in the F-Box gene), for further studies, the T-DNA insertion line (*zifi1*) with a defect in the expression of *ZIFI1* was preferentially used. The transcript level of the *ZIFI1* gene was in *nr1* only non-significantly lower (**Supplementary Figure 5**). The mutation in *nr1* results in a stop codon at position 1737 of the coding sequence or after 579 amino acids of 1,403 amino acids, respectively. In the SALK line, the T-DNA insertion is located in the fifth exon. *ZIFI1* transcript levels in this line are only slightly above the detection limit (**Supplementary Figure 5**). The mutant showed overall normal development. However, we noticed that hypocotyls of *zifi1* seedlings were slightly shorter than the wild type, and the fresh weight of soil-grown plants was lower in most experiments (**Supplementary Figure 6**).

Transcriptome analysis of mock-treated and PGA-treated seedlings of wild type, *nr1*, and the *zifi1* mutant was performed. 

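Seedlings of the wild type (Col), *zifi1*, *nr1* and a line labeled over-expressor (OE), each mock-treated or treated with 75 µM PGA for 4 h, were hybridized to 24 one-color Agilent arrays, with 3 biological replicates in each of the 8 groups. The paper does not report on the OE arrays, and the labels name that line no further. They entered the normalization and the estimate of the spread of each probe. The authors deposited the scanner output of every array, which holds the median brightness of each of 45220 spots and of its local background on a linear scale. They also deposited a table of normalized log2 intensities for 35701 spots. The spots of that table are those that the scanner software called well above background on at least 3 arrays, and their values equal the median signals after normexp background correction with no offset and quantile normalization over the 24 arrays (largest difference 4.97e-14). For the values reported here, the median signals were background-corrected by normexp with an offset of 50, which draws the fold changes of dim probes toward 0, and were quantile normalized over all arrays on the log2 scale. Spots marked as outliers by the scanner software were left out (0.128% of the values), and spots of the same probe were averaged. A probe was tested when its intensity, on the linear scale, was above 1.1 times the 95th percentile of the 153 negative control spots on at least 3 arrays. This applied to 34764 of 43603 probes, of which 31993 carry a gene symbol, for 22828 genes. A linear model with 1 mean per group was fitted in limma, and p-values were adjusted by the Benjamini–Hochberg method over all probes tested. A probe was called at an adjusted p below 0.05 and an absolute log2 fold change above 1, the thresholds that the paper states. Where a gene has several probes, the probe with the highest mean intensity over all arrays is given. Between 32210 and 35343 probes per array were well above background (73.9% to 81.1%), and no spot was saturated. The arrays lay on 6 slides, which largely followed the lines. The wild type and *zifi1* were on slides 1, 3 and 5, except replicate 3 of the mock-treated wild type on slide 4. *nr1* and OE were on slides 2, 4 and 6, except replicate 2 of PGA-treated *nr1* on slide 5. Differences of *nr1* and OE from the wild type are thus in large part also differences between slides. The number of arrays per group limits the precision of every value. The deposited annotation gives each probe's place without naming a genome build, so only chromosomes are given.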

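ZIFI1 (AT3G62900, chromosome 3, annotated as zinc ion binding) is measured by 1 probe, which was well above background on all 24 arrays. Its log2 intensity in the wild type was 9.41 ± 0.22 (SD, n = 3) after mock treatment and 9.41 ± 0.17 (SD, n = 3) after PGA, a log2 fold change of 0.00 (adjusted p = 0.998). In *zifi1*, the T-DNA insertion line, it was 6.82 ± 0.04 and 6.83 ± 0.09 (SD, n = 3). This is a log2 fold change against the wild type of −2.59 in mock (SE 0.17, adjusted p = 1.70e-08) and of −2.58 after PGA (adjusted p = 9.11e-09), and every *zifi1* array lay below every wild-type array. The alternative that moved these differences most was the processed signal of the scanner software scaled to the 75th percentile of each array, with −4.67 and −4.91. In *nr1*, the log2 intensity was 8.76 ± 0.08 and 8.75 ± 0.14 (SD, n = 3), which differs from the wild type by −0.65 in mock (adjusted p = 0.00944) and by −0.66 after PGA (adjusted p = 0.00781). These differences in *nr1* did not pass the adjusted p with slide as a block, and the difference in mock did not pass without replicate 2 of the mock-treated wild type (−0.54). In OE, it was 14.44 ± 0.41 in mock and 15.30 ± 0.32 after PGA (SD, n = 3).

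**Figure D1:**
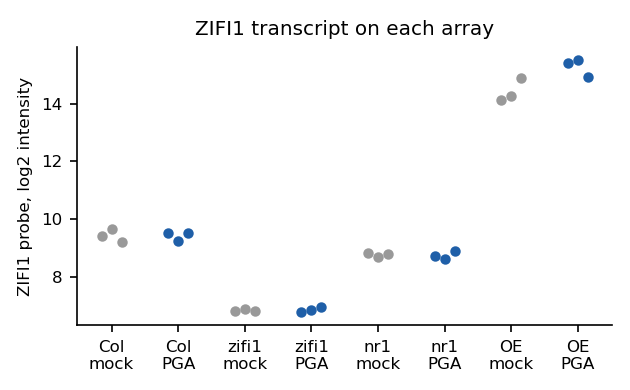
Log2 intensity of the ZIFI1 probe on each of the 24 arrays, by line and treatment, with gray points for mock and blue points for PGA. The *zifi1* arrays lie between 6.75 and 6.93, below all other arrays, and the OE arrays between 14.14 and 15.54, above all others.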

In mock-treated *zifi1* seedlings, 331 genes were more than a factor 2 lower and 154 genes were more than twofold higher expressed than in the wild type, respectively (**Supplementary Table 2**). 

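Between mock-treated *zifi1* and wild-type seedlings, 300 probes (248 genes) were lower and 139 probes (111 genes) higher in *zifi1*. At the adjusted p alone, without a minimum fold change, 1310 probes were lower and 1438 higher. On 294 of the 300 lower and 137 of the 139 higher probes, the 3 arrays of one line all lay on one side of the 3 arrays of the other. Chance gives 10% for probes not chosen by a test, while called probes are chosen for their separation. The setting that moved these counts most was the processed signal scaled to the 75th percentile of each array, with 722 probes lower and 367 higher. With each array left out in turn, the counts were between 229 and 375 lower and between 100 and 208 higher. The largest rise was that of AT5G35935, annotated as a transposable element gene, which had a log2 intensity of 10.87 ± 0.15 in *zifi1* and 6.76 ± 0.05 in the wild type (SD, n = 3). Its log2 fold change was 4.12 (SE 0.11, adjusted p = 3.06e-15), and its other probes gave 3.65 and 2.85. In mock-treated *nr1* the same probe was also higher than in the wild type, by 1.04 (adjusted p = 2.82e-06). The largest fall was that of AT1G53480, annotated as a hypothetical protein, with 7.46 ± 0.11 in *zifi1* against 12.12 ± 0.04 (SD, n = 3), a log2 fold change of −4.66 (SE 0.44, adjusted p = 2.19e-06). For FER (FERONIA), 1 of 3 probes fell to a log2 fold change of −4.24, while the others gave 0.31 and 0.13, so its probes disagree. The transcription factor WRKY33 had a log2 fold change of −1.10 (SE 0.19, adjusted p = 0.00148). On the probes given here that fell or rose past the threshold, all 3 *zifi1* arrays lay beyond all 3 wild-type arrays.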

Upon PGA treatment, substantially more genes showed differential regulation. 

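Between PGA-treated *zifi1* and wild-type seedlings, 764 probes (591 genes) were lower and 312 probes (239 genes) higher in *zifi1*. At the adjusted p alone, 3124 were lower and 3610 higher. The count of higher probes depended on single arrays of the PGA-treated wild type, with 599 without replicate 1 and 215 without replicate 3. The count of lower probes was between 637 and 921 with each array left out in turn. The 591 lower genes had a median log2 fold change of −1.30 after PGA and of −0.76 in mock (SD 0.24 over the 3 replicate numbers). In mock, 558 of them were below 0 and 186 were called lower. Of the 591 genes, 172 were called induced by PGA in the wild type. AT4G01870, the TolB-like gene used as a marker in the paper, had a log2 intensity of 13.21 ± 0.10 in PGA-treated *zifi1* and 15.47 ± 0.15 in the wild type (SD, n = 3), a log2 fold change of −2.27 (SE 0.20, adjusted p = 4.13e-07). It was also lower in mock, by −0.99 (adjusted p = 0.00405), on all 3 arrays in both treatments, and its interaction did not pass (−1.28, adjusted p = 0.0734), except with slide as a block (−1.11), with its probes averaged (−1.54), under the processed signal scaled to the 75th percentile (−1.24) and without replicate 1 of the PGA-treated wild type (−1.34). Its other probe was lower after PGA by −2.33, did not pass in mock (−0.53, adjusted p = 0.0895) and passed the interaction (−1.80, adjusted p = 0.00234). OPR1 fell by 0.97 on the log2 scale (adjusted p = 6.66e-04), and its 4 probes gave the same sign. Among the higher probes, AT5G64770 had 12.57 ± 0.20 against 8.82 ± 1.45 (SD, n = 3), a log2 fold change of 3.75 (SE 0.49, adjusted p = 4.10e-05).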

There were 754 genes that showed lower expression and 335 genes that showed higher expression in *zifi1* compared to Col-0, respectively (**Supplementary Table 3**). 

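After PGA, 533 genes were called lower and 326 higher in *nr1*, the EMS mutant, than in the wild type. Of the 591 genes lower in *zifi1*, 356 were also lower in *nr1* (60.2%), where 13.8 would be shared by independent lists of these sizes among the 22828 genes tested. Of the higher genes, 140 were shared, and 0 genes were lower in *zifi1* and higher in *nr1*. Among the 591 genes, 579 had a log2 fold change below 0 in *nr1*, with a median of −1.08. Across all probes, the differences of *zifi1* and *nr1* from the wild type had a Pearson correlation of 0.82 (SD 0.03 over the 3 replicate numbers). It is a correlation across genes, which are not independent replicates, and both differences share the wild-type arrays. In 100 simulated sets without any difference between the lines, the shared arrays alone gave a mean correlation of 0.50, with a highest value of 0.52. With no shared array, the correlation was 0.65 for *zifi1* after PGA with *nr1* in mock and 0.72 for *zifi1* in mock with *nr1* after PGA. The correlation was lowest without replicate 3 of PGA-treated *zifi1* (0.75). The largest overlap, 720 genes lower in both mutants, came from the processed signal scaled to the 75th percentile, and the smallest, 305 genes, from averaging the probes of a gene.

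**Figure D2:**
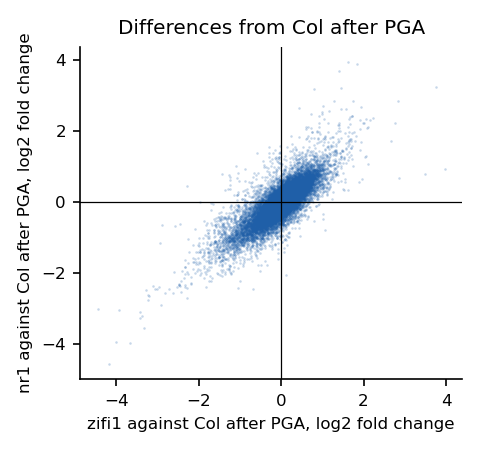
Log2 fold change of every probe tested in *zifi1* against the wild type after PGA (horizontal axis) and in *nr1* against the wild type after PGA (vertical axis). The points spread along a rising diagonal (correlation across probes 0.82), and both axes share the arrays of the PGA-treated wild type.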

There was a substantial overlap in the differentially regulated genes in the *nr1* and *zifi1* mutants (**Supplementary Table 4**), and differences between the mutants might be due to additional mutations in *nr1*. 

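By gene symbol, 532 genes were called induced by PGA in the wild type and 327 in *zifi1*, and 289 genes were called in both lines, which is 54.3% of the genes called in the wild type. The strongest induction in the wild type was that of the small heat shock protein gene AT1G53540, from 7.57 ± 0.15 to 16.97 ± 0.37 (SD, n = 3), a log2 fold change of 9.40 (SE 0.19, adjusted p = 1.10e-17). In *zifi1* its log2 fold change was 8.09. The 243 genes called in the wild type alone had a median log2 fold change of 1.22 in the wild type and of 0.57 in *zifi1* (SD 0.03 over the 3 replicate numbers). In *zifi1*, 232 of them were above 0, 119 were above 0.58, and 113 rose at an adjusted p below 0.05. Among the 289 genes called in both lines, the medians were 1.98 and 1.58, and 234 had the smaller value in *zifi1*. The counts moved most with the threshold. At a log2 fold change above 0.58, 1039 genes were called in the wild type and 568 in both lines, and above 1.5, 291 and 150. With each array left out in turn, between 472 and 654 genes were called in the wild type and between 273 and 303 in both lines.

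**Figure D3:**
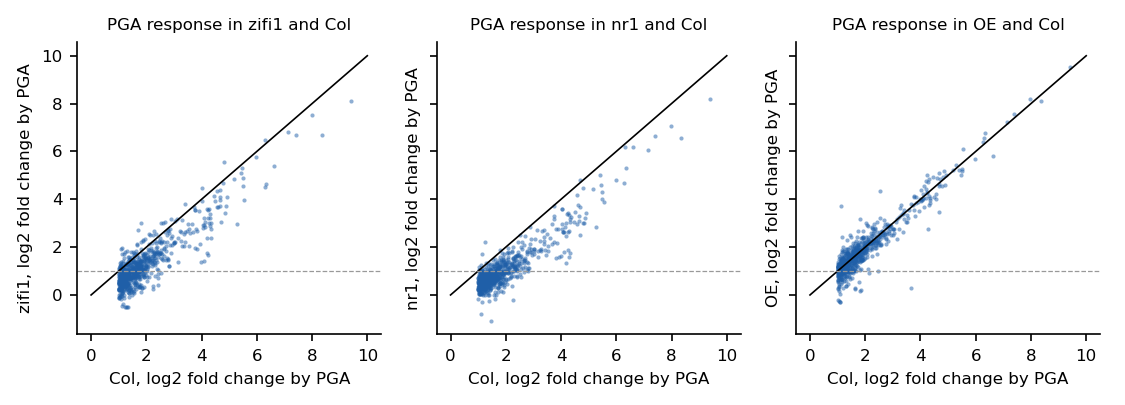
Log2 fold change by PGA of the probes called induced in the wild type (horizontal axes) against that in *zifi1*, *nr1* and OE (vertical axes of the 3 panels); the black line marks equal responses and the dashed line the threshold of 1. In *zifi1* most points lie below the line of equal responses, with a slope of 0.733.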

The expression of 646 genes was induced by PGA treatment in the wild type, while only approximately half of these genes (327 genes) were also induced in the mutant (**Figure 3**; **Supplementary Table 5**). 

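There were 38 genes called induced by PGA in *zifi1* and not called in the wild type. Their median log2 fold change was 1.11 in *zifi1* and 0.74 in the wild type, where 37 of the 38 were above 0 and 29 rose at an adjusted p below 0.05. In limma's test of the difference between the responses, 0 of the 38 genes passed the adjusted p, and 14 had an unadjusted p below 0.05. The number of genes called in *zifi1* alone was 130 at a log2 fold change above 0.58 and 13 above 1.5.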

Only 52 genes showed induction in the mutant but not in the wild type. As expected, a substantial proportion of the genes induced by PGA in the wild type but not in *zifi1* is also responsive to phytoprostanes (49%) and OPDA (33%) in the wild type. This supports that the ZIFI1 protein is involved in regulating gene expression in response to RES-oxylipins.

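A gene called induced in one line and not in the other is not by itself shown to respond differently, so the difference between the responses was tested as an interaction of line and treatment. The response to PGA was smaller in *zifi1* than in the wild type on 57 probes (46 genes) and larger on 0 probes at an absolute difference above 1. All 57 probes were raised by PGA in the wild type. At the adjusted p alone, 62 probes had a lower and 1 a higher log2 fold change by PGA in *zifi1*, and 1777 probes had an unadjusted p below 0.05. Of the 243 genes called induced in the wild type alone, 32 passed the adjusted p of the interaction; a smaller log2 fold change in *zifi1* is nearly fixed by how these genes were chosen. A further 18 of the genes induced in both lines passed. These counts depended on single arrays: the 57 probes became 131 without replicate 1 of the PGA-treated wild type and 33 without replicate 3 of the mock-treated wild type, and the 32 genes became 76 and 17. With only the arrays of the 2 lines compared, 26 probes were smaller, and 11 of the genes called in the wild type alone passed. The 3 probes with the largest difference all measure BAG6, a calmodulin-binding co-chaperone regulator. On the first, the log2 fold change by PGA was 4.10 in the wild type and 1.43 in *zifi1*, an interaction of −2.68 (SE 0.25, adjusted p = 2.25e-05). The others gave interactions of −2.59 and −2.58. CYP81D11 (AT3G28740) was induced by 5.28 in the wild type and by 2.97 in *zifi1*, an interaction of −2.31 (SE 0.30, adjusted p = 6.78e-04), which did not pass under the processed signal scaled to the 75th percentile (−2.16). From the genes induced by PGA in the wild type and not in *zifi1*, and from the share of them that also respond to phytoprostanes and OPDA, the paper reasons that the data support an involvement of ZIFI1 in regulating gene expression in response to RES-oxylipins.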

**Figure 3:**
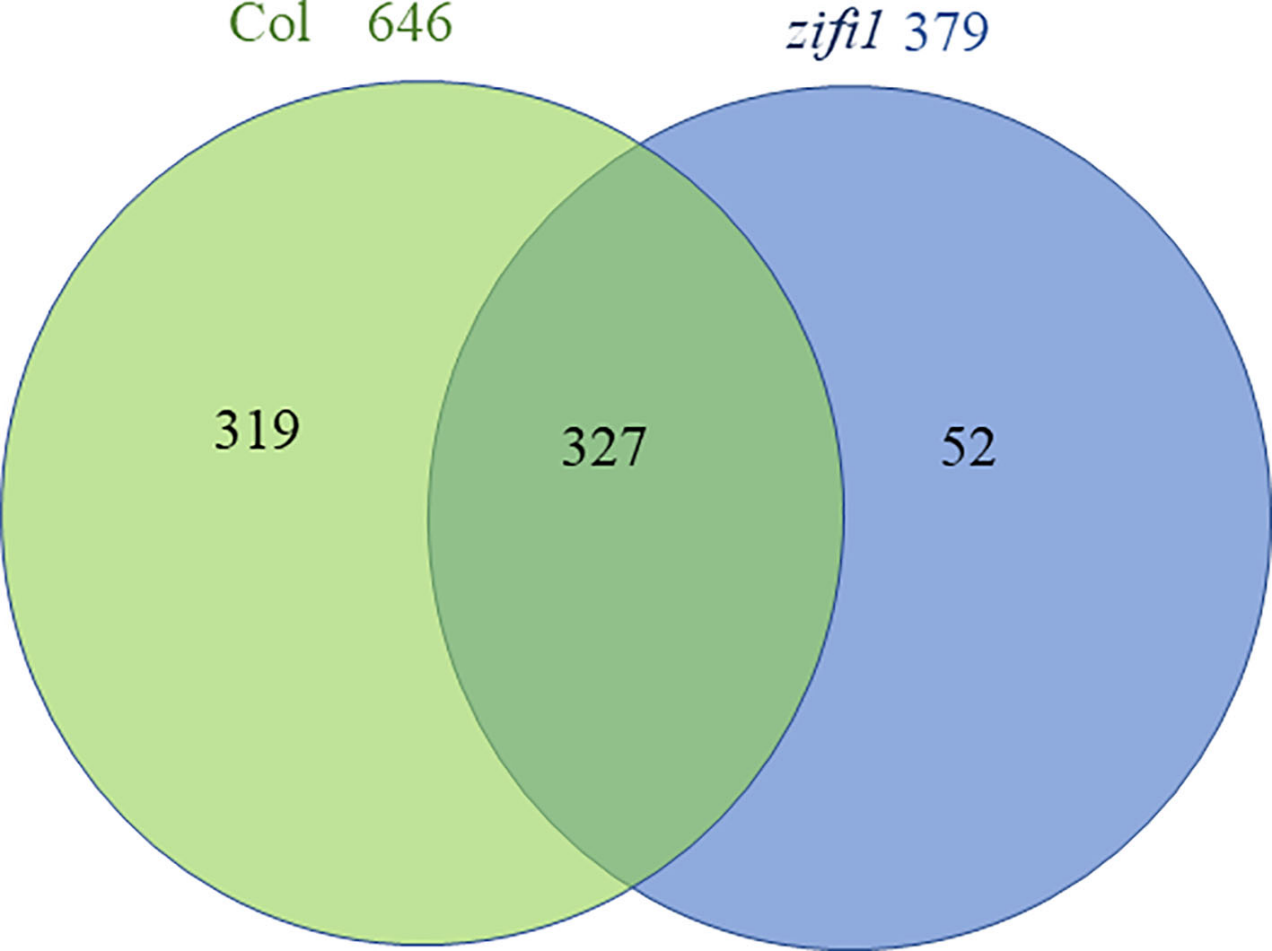
Venn diagram comparing genes upregulated by PGA in wild-type and *zifi1* plants. Expression was analyzed in wild-type (Col) and *zifi1* plants at 4 h after treatment with 75 μM PGA of PGA in comparison with mock-treated controls. Three biological replicates were used for each genotype and treatment.

To elucidate the pathways in which ZIFI1 is involved, gene ontology annotations for the genes showing lower expression in *zifi1* after PGA treatment were evaluated. Remarkably, there was a strong enrichment of genes related to responses to stress (**Table 1**; **Supplementary Table 3**). 

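For each term of Table 1, the genes lower in *zifi1* after PGA (591) were compared with all 22828 genes tested by a one-sided Fisher exact test, adjusted over the 15 terms that could be tested. Only the terms annotated directly to a gene in the array annotation were used. No parent terms were added, so broad terms hold few genes, and response to lipid and detoxification hold none. The annotation that the paper used was not used here. Response to stress was annotated to 84 genes, of which 5 were among the lower genes, a 2.30-fold share (adjusted p = 0.125). Over the alternatives its adjusted p was between 0.0672 and 0.252. Response to biotic stimulus held 2 of 30 genes (adjusted p = 0.303), response to temperature stimulus 1 of 13 (adjusted p = 0.361) and response to abiotic stimulus 0 of 7. Response to heat is a term outside Table 1. In a test of all 691 terms with at least 10 genes, it held 16 lower genes of 103 (6.00-fold, adjusted p = 2.15e-06). In all, 6 of the 15 terms passed an adjusted p of 0.05. Among the 532 genes induced by PGA in the wild type, response to stress held 8 genes (adjusted p = 0.00191).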

Especially, responses to abiotic stress such as hypoxia, oxidative stress, and water deprivation were overrepresented. 

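Response to oxidative stress was annotated to 154 of the genes tested, and 18 of them were lower in *zifi1* after PGA, a 4.51-fold share (one-sided Fisher exact test, adjusted p = 5.31e-07). Over the alternatives its adjusted p was between 3.68e-08 and 1.24e-05. In mock, 8 of its genes were lower in *zifi1* (adjusted p = 0.00434). Response to hypoxia was annotated to 13 genes, of which 1 was lower (2.97-fold, adjusted p = 0.361). Response to water deprivation was annotated to 109 genes, of which 6 were lower (2.13-fold, adjusted p = 0.125). It passed only without replicate 1 of the PGA-treated wild type (adjusted p = 0.00575), and was between 0.0672 and 0.300 over the other alternatives. Among the genes induced by PGA in the wild type, this term held 14 (adjusted p = 7.45e-07).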

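UDP-glycosyltransferase activity was annotated to 95 of the genes tested, and 23 of them were lower in *zifi1* after PGA, a 9.35-fold share (one-sided Fisher exact test, adjusted p = 3.58e-15). Glutathione transferase activity held 11 lower genes of 48, an 8.85-fold share (adjusted p = 2.27e-07). Monooxygenase activity held 0 lower genes of 42 and 2 higher ones. By symbol or description, 194 tested genes encode cytochrome P450 enzymes, so the 42 genes of this term cannot stand for that family. Of the 194, 17 were called lower and 7 higher in *zifi1* after PGA. Their share was not tested against all genes. In the wild type, 13 of the 194 were called induced by PGA, all with the smaller response in *zifi1*. In a test of all 691 terms with at least 10 genes, toxin catabolic process held 11 of 45 genes (adjusted p = 2.52e-06). In the same test, oxygen binding held 19 lower genes of 188 (3.90-fold, adjusted p = 3.27e-05).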

Strikingly, also genes related to detoxification encoding UDP-glycosyltransferases, GSTs, and cytochrome-P450 enzymes were abundant (**Table 1**). Based on these data, phenotypes of the *zifi1* mutant related to detoxification and ROS were investigated.

**Table 1:** Enrichment of selected GO terms in the categories biological process and molecular function of genes with significantly lower expression in *zifi1* compared to Col after PGA treatment.

Term_name	Term_id	Adjusted_p_value	Intersection_size	Term_size
Biological process				
Response to stress	GO:0006950	1.06004E−30	224	3,906
Response to biotic stimulus	GO:0009607	4.84505E−27	121	1,482
Response to bacterium	GO:0009617	1.42503E−16	57	534
Response to fungus	GO:0009620	1.02697E−07	48	650
Response to abiotic stimulus	GO:0009628	9.71036E−20	138	2,214
Response to hypoxia	GO:0001666	7.3376E−20	44	265
Response to oxidative stress	GO:0006979	8.00207E−16	52	465
Response to water deprivation	GO:0009414	1.36628E−07	36	402
Response to abscisic acid	GO:0009737	9.19093E−07	44	603
Response to lipid	GO:0033993	1.25161E−06	59	966
Response to temperature stimulus	GO:0009266	4.0553E−06	44	633
Response to osmotic stress	GO:0006970	1.75604E−05	39	549
Detoxification	GO:0098754	5.14659E−05	24	252
Response to salt stress	GO:0009651	9.46059E−05	34	470
Molecular function				
UDP-glycosyltransferase activity	GO:0008194	3.47252E−07	29	289
Monooxygenase activity	GO:0004497	1.84822E−06	30	330
Glutathione transferase activity	GO:0004364	3.6516E−05	12	64

The complete analysis of GO terms can be found in **Supplementary Table 3**.

### 3.4 Is the zinc finger protein involved in the regulation of detoxification processes?

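Gene families were defined by words of the gene symbol or description. Of 50 glutathione *S*-transferases (GSTs), 15 were called induced by PGA in the wild type, of 110 UDP-glycosyltransferases (UGTs) also 15, and of 85 ABC transporters 14. The response was smaller in *zifi1* for 14 of the 15 GSTs, for all 15 UGTs and for all 14 ABC transporters, and 3, 6 and 8 of them, respectively, were not called induced in *zifi1*. Choosing members by their induction in the wild type favors a larger value there. Over the alternatives the response was smaller for 12 to 15 of the induced GSTs, 13 to 18 of the UGTs and 13 to 16 of the ABC transporters, and the number of UGTs called induced in the wild type moved most (13 to 21). The median log2 fold changes of the induced members in the wild type and in *zifi1* were 2.14 and 1.70 for GSTs, 1.88 and 1.37 for UGTs, and 1.68 and 0.89 for ABC transporters. Families were also tested as sets with limma's camera at a preset correlation of 0.01, on 50 GSTs, 109 UGTs and 84 ABC transporters. As sets they were lower in *zifi1* after PGA, with an adjusted p of 1.26e-04 for GSTs, 1.85e-05 for UGTs and 3.62e-04 for ABC transporters. The family medians were small, at −0.25, −0.10 and −0.12. For the interaction of line and treatment, the adjusted p was 0.00638, 1.06e-04 and 1.26e-04. For cytochrome P450 enzymes (192 genes in the set) it was 0.124 after PGA and 2.81e-04 for the interaction. Under limma's fry, the calls after PGA held for GSTs, UGTs and ABC transporters, and for the interaction those of UGTs (adjusted p = 0.00629) and ABC transporters (0.0410) held and those of GSTs (0.0955) and cytochrome P450 enzymes (0.0617) did not. With the correlation estimated from the arrays, only the calls of UGTs held (0.0209 after PGA and 0.0242 for the interaction). The interaction of GSTs did not pass camera without replicate 3 of PGA-treated *zifi1* (adjusted p = 0.0545), and its lowest value with 1 array left out was 0.00189.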

A remarkable number of genes related to detoxification was induced by PGA in the wild type and was not induced or less induced in the *zifi1* mutant. This comprises particularly GSTs and UDP-glucosyltransferases. Comparison of induction based on the transcriptome data is listed in **Table 2**, and expression analysis of selected genes by RT-qPCR is shown in **Figure 4**. 

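The 13 GSTs of Table 2 were all called induced by PGA in the wild type and 10 of them in *zifi1*, with median log2 fold changes of 2.33 and 1.74. The response was smaller in *zifi1* for 12 of the 13. The interaction passed the adjusted p over all probes tested for 1 gene, and for 5 adjusted over the list alone. The study chose this list on the same samples, so the latter count is not independent evidence. The gene that passed over all probes is ATGSTU11, with a log2 intensity after PGA of 10.78 ± 0.30 in the wild type and 8.54 ± 0.10 in *zifi1* (SD, n = 3). Its log2 fold change by PGA was 3.16 in the wild type and 1.37 in *zifi1*, an interaction of −1.79 (SE 0.33, adjusted p = 0.0223). It did not pass under 4 of 11 alternatives, where the interaction was between −1.79 and −1.31, nor without any 1 of 5 arrays, among them replicate 3 of the mock-treated wild type (−1.60). ATGSTF8, the gene of the GST6::LUC reporter, was induced by 3.00 in the wild type and by 2.17 in *zifi1* (interaction −0.84, adjusted p = 0.603; adjusted over the list alone 0.0297), and it passed over all probes only under the processed signal scaled to the 75th percentile (−0.96). ATGSTU24 had the highest log2 fold change of the list in the wild type, 5.46, and 5.30 in *zifi1*. It was lower in *zifi1* both in mock (−1.32, adjusted p = 0.0196) and after PGA (−1.48, adjusted p = 0.00408), on all 3 arrays, and the difference in mock did not pass without any 1 of 4 arrays, with −1.20 without replicate 2 of mock-treated *zifi1*. The exception was ATGSTU4, with 1.55 in the wild type and 1.74 in *zifi1* (interaction 0.19, SE 0.35, adjusted p = 1.00). The interaction of its other probe has the opposite sign, as has that of 1 of the 4 probes of ATGSTU19. Of the GSTs outside Table 2, AT4G19880 (1.90 and 1.66) and ATGSTU10 (1.36 and 1.34) were also called induced in the wild type.

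**Figure D4:**
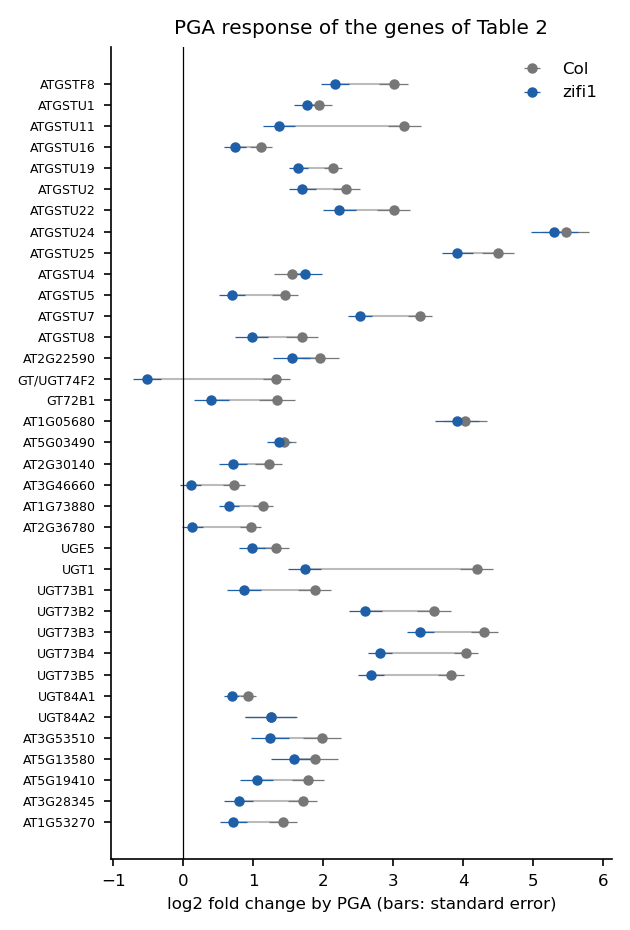
Log2 fold change by PGA of the genes of Table 2 in the wild type (gray) and *zifi1* (blue), with bars for the standard error of the model. The blue point lies to the left of the gray point for all genes except ATGSTU4, where it lies at 1.74 against 1.55.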

Of the 14 GSTs induced by PGA in the wild type, the expression of 13 genes was not upregulated by PGA in *zifi1* or induced to a lower extent. 

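Among the GSTs not called induced by PGA in the wild type, 4 were called lower in *zifi1* than in the wild type after PGA: ATGSTU17 (log2 fold change −1.44, adjusted p = 9.09e-05), ATGSTF6 (−1.43, adjusted p = 0.00171), ATGSTF2 (−1.21, adjusted p = 1.17e-04) and ATGSTF7 (−1.08, adjusted p = 0.0159). At the adjusted p alone there were 6, which adds ATGSTF5 (−0.97) and ATGSTU3 (−0.45). Of these, ATGSTU17 (−1.19, adjusted p = 0.00134) and ATGSTF5 (−0.63, adjusted p = 0.0329) were also lower in mock. Between 3 and 5 genes were called with each array left out in turn and under the alternatives.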

Additional seven GSTs that are not PGA-responsive show lower expression in *zifi1* (**Supplementary Table 3**). Eighteen glycosyltransferases were induced by PGA in the wild type. Except for two genes, these glycosyltransferases showed no or lower induction by PGA in *zifi1*. Similarly, the six PGA-induced ABC transporters exhibited less upregulation by PGA in *zifi1* (**Table 2**).

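Of the 18 UGTs of Table 2, 15 were called induced by PGA in the wild type. AT2G36780 (log2 fold change 0.96), UGT84A1 (0.92) and AT3G46660 (0.72) rose at an adjusted p below 0.05 but stayed below a log2 fold change of 1. In *zifi1*, 9 of the 18 were called. All 18 had the smaller log2 fold change in *zifi1* on the probe given, by less than the standard error for AT1G05680 (−0.11), AT5G03490 (−0.07) and UGT84A2 (−0.00). For UGE5, 1 of 2 probes had an interaction of the opposite sign. The interaction passed the adjusted p over all probes tested for 3 genes, and for 11 adjusted over the list alone, which the study chose on the same samples. UGT1 was induced from 8.37 ± 0.24 to 12.57 ± 0.36 (SD, n = 3) in the wild type, a log2 fold change of 4.20, and by 1.73 in *zifi1*, an interaction of −2.46 (SE 0.34, adjusted p = 0.00117). GT/UGT74F2 had a log2 fold change of 1.33 in the wild type and of −0.52 in *zifi1* (interaction −1.85, SE 0.28, adjusted p = 0.00265). UGT73B4 had 4.04 and 2.81 (interaction −1.23, SE 0.23, adjusted p = 0.0271). On this probe the interaction did not pass under 5 of 11 alternatives, where it reached −0.89. Nor did it pass without any 1 of 7 arrays, among them replicate 3 of PGA-treated *zifi1* (−1.07). On the other probe of UGT73B4 the interaction was −1.34 (SE 0.20, adjusted p = 0.00257). Further interactions passed over all probes under single settings: AT2G36780 with the replicate number as a block (−0.83) and with its probes averaged (−0.62), UGT73B2 with the replicate block (−0.98), UGT73B3 with slide as a block (−0.87) and with only the arrays of the 2 lines (−0.91), and UGT73B5 under the processed signal scaled to the 75th percentile (−1.21) and without replicate 1 of the PGA-treated wild type (−1.29). AT1G05680 differed between the lines already in mock, with a log2 fold change of −2.17 (adjusted p = 3.22e-04), and by −2.28 after PGA (adjusted p = 6.50e-05). The call of UGT84A2 in the wild type (1.25, adjusted p = 0.0320) was lost with slide as a block (1.21) and with only the arrays of the 2 lines. It was also lost without any 1 of 5 arrays, with 1.11 without replicate 3 of the PGA-treated wild type. The call of this gene in *zifi1* (1.25, adjusted p = 0.0385) was lost with no filter on dim probes and with only the arrays of the 2 lines. It was also lost without single arrays, with 0.66 without replicate 3 of mock-treated *zifi1*.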

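Table 2 lists 5 different ABC transporter genes, since AT3G28345 is listed more than once. All 5 were called induced by PGA in the wild type, with a median log2 fold change of 1.78, and 3 in *zifi1*, with a median of 1.05. The response was smaller in *zifi1* for all 5. The interaction passed over all probes tested for 0 of them (smallest adjusted p = 0.504), and 3 had an unadjusted p below 0.05. It passed for 2 adjusted over the list alone, a list that the study chose on the same samples, namely AT3G28345 (−0.91) and AT1G53270 (−0.71). The latter passed over all probes without replicate 1 of the PGA-treated wild type (−1.00). Among the induced ABC transporters outside Table 2, ATPDR12 had a log2 fold change of 4.34 in the wild type and 2.77 in *zifi1* (interaction −1.57, SE 0.30, adjusted p = 0.0257), and ATPDR9 had 2.31 and 0.78 (interaction −1.53, SE 0.26, adjusted p = 0.0108).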

**Table 2:** PGA-inducible detoxification genes differentially expressed in *zifi1* compared to Col based on transcriptome data from **Supplementary Table 3**.

Gene symbol	logFC PGA vs. control	
	Col	*zifi1*
PGA-responsive GSTs		
ATGSTF8	3.02	2.11
ATGSTU1	1.97	1.81
ATGSTU11	3.55	1.82
ATGSTU16	1.19	0.77
ATGSTU19	2.66	1.75
ATGSTU2	2.55	2.11
ATGSTU22	3.07	2.32
ATGSTU24	5.50	5.39
ATGSTU25	4.61	4.08
ATGSTU4	1.72	0.88
ATGSTU5	1.47	0.71
ATGSTU7	3.42	2.57
ATGSTU8	1.70	0.98
PGA-responsive UGTs		
AT2G22590	2.30	2.03
GT/UGT74F2	1.34	−0.53
GT72B1	1.35	0.57
AT1G05680	4.13	4.45
AT5G03490	1.58	1.11
AT2G30140	1.23	0.72
AT3G46660	1.16	0.19
AT1G73880	1.16	0.68
AT2G36780	1.00	0.14
UGE5	1.43	1.08
UGT1	4.42	1.84
UGT73B1	1.89	0.88
UGT73B2	3.94	3.04
UGT73B3	4.33	3.42
UGT73B4	4.44	3.32
UGT73B5	3.85	2.71
UGT84A1	1.15	0.99
UGT84A2	1.27	1.29
PGA-responsive ABC transporter		
AT3G53510	2.04	1.30
AT5G13580	1.94	1.68
AT5G19410	1.91	1.20
AT3G28345	1.87	0.84
AT1G53270	1.65	0.88
AT3G28345	1.41	0.81

**Figure 4:**
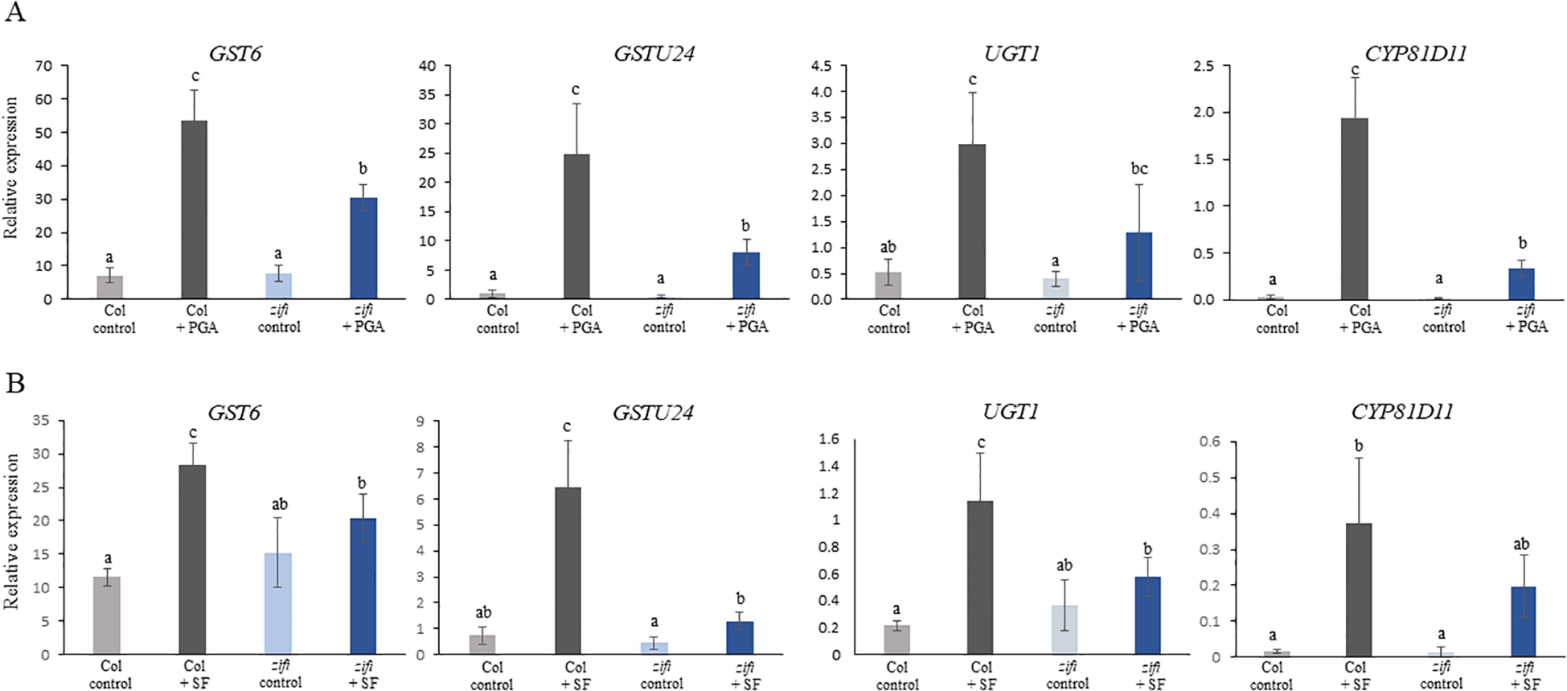
Expression of genes related to detoxification in response to treatment with PGA and SF. RT-qPCR analysis of two GSTs, a glucosyltransferase and a cytochrome P450 enzyme. Seedlings of wild-type Col (gray bars) and *zifi1* (blue bars) were treated with mock (lighter color) or **(A)** 75 µM of PGA (darker color) or **(B)** 75 µM of SF (darker color), respectively, for 4 h. Expression is relative to *SAND*. Shown is the mean of at least four biological replicates ± SD. Different letters above the bars indicate statistically significant differences (two-way analysis of variance followed by Tukey’s HSD test, *p* < 0.05) The experiment was repeated with similar results.

As mentioned above, glucosinolates are RES compounds present in *Arabidopsis*. Since there is a substantial overlap of genes induced by PGA and sulforaphane (Ferber et al., 2020), it was analyzed whether also induction of detoxification genes by sulforaphane was affected in the mutant. Expression of *GST6*, *GST24*, *UGT1*, and *CYP81D11* was in *zifi1* also lower after sulforaphane treatment compared to the wild type (**Figure 4B**). This indicates that besides the response to oxylipins, also the response to additional RES compounds is altered in the mutant.

TIBA is a xenobiotic compound inducing a similar set of genes as the endogenous RES-oxylipins A_1_-phytoprostanes. This comprises especially genes related to the metabolism of xenobiotics. Since the expression of detoxification-related genes is lower in *zifi1*, the sensitivity of this mutant to the xenobiotic TIBA was investigated. Germination and development of *zifi1* on 0.1 mM of TIBA was significantly impaired compared to the wild type (**Figure 5A**). There were 40% of *zifi1* seeds and 23% of wild-type seeds that did not germinate. After 14 days, more than half of the germinated *zifi1* seeds had developed only the root and only 9% had developed cotyledons, while 69% of the wild-type seeds developed cotyledons. Also, gene induction by TIBA was altered in *zifi1*. *TOLB*-related, *GST24*, *CYP81D11*, and *UGT1* were strongly induced by TIBA. Also, in *zifi1*, these genes showed upregulation by TIBA, but the expression levels were significantly lower compared to the wild type (**Figure 5B**).

**Figure 5:**
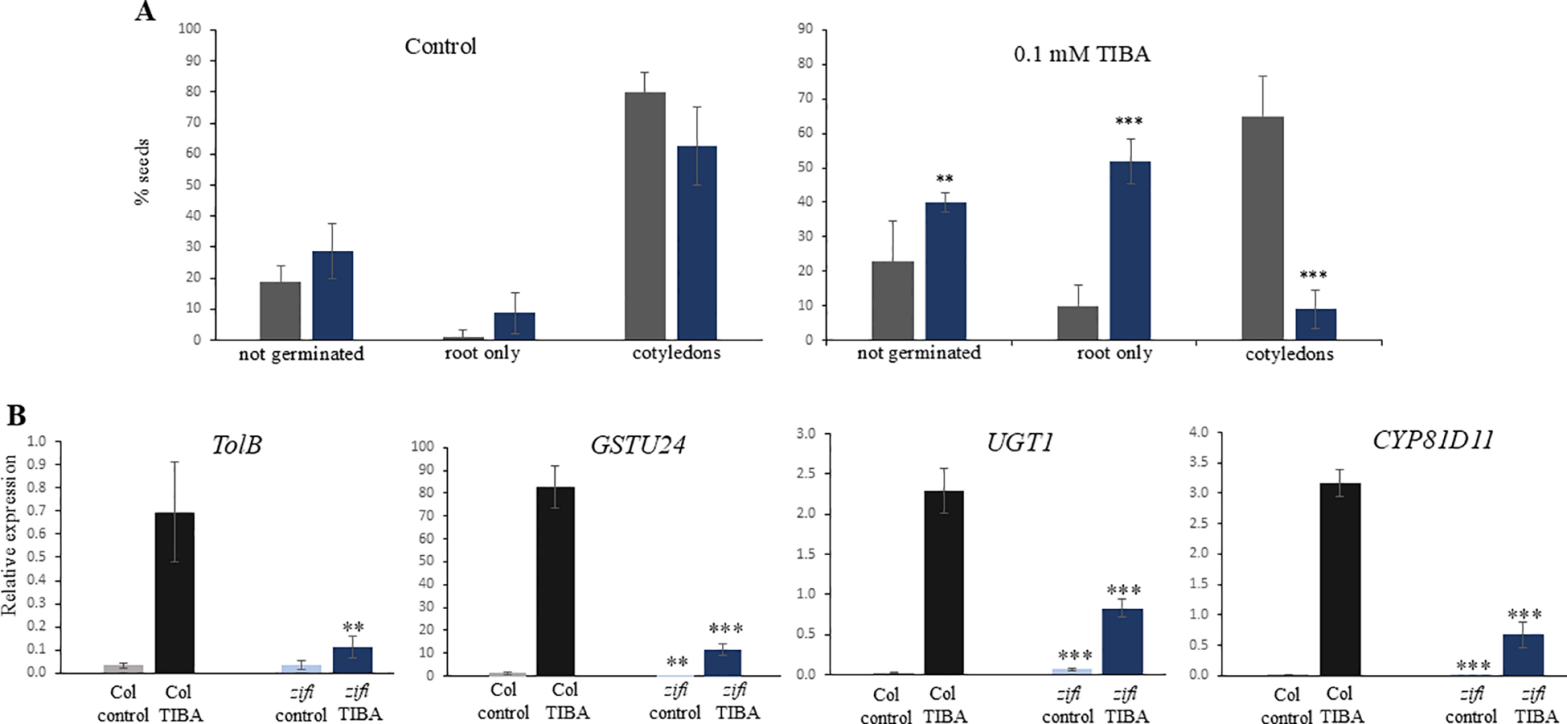
Effect of TIBA on germination, growth, and gene expression. **(A)** Seeds of wild-type Col (gray bars) and *zifi1* (blue bars) were cultivated on plates with 0.1 mM of TIBA (right) or control plates (left). Seedlings that developed only the root or which had developed cotyledons were scored after 14 days. Shown is the mean of 80 seeds for control and 120 seeds for TIBA ± SD. Asterisks indicate significant differences between the wild-type Col and *zifi1* (**p < 0.01; ***p < 0.001). The experiment was repeated with similar results. **(B)** Expression in response to TIBA. Seedlings of wild-type Col (gray bars) and *zifi1* (blue bars) were treated with mock or 0.1 mM of TIBA for 4 h. Expression is relative to *SAND*. Shown is the mean of four biological replicates for *TolB* and *CYP81D11* TIBA and five biological replicates for all other genes and treatments ± SD. Asterisks indicate significant differences between the wild-type Col and *zifi1* (**p < 0.01; ***p < 0.001). The experiment was repeated with similar results.

In summary, this indicates that ZIFI1 is involved in regulating the response to xenobiotics and RES.

### 3.5 ZIFI1 is involved in ROS production and the response to oxidative stress

Since genes related to oxidative stress responses were overrepresented within the genes differentially expressed in wild type and *zifi1*, it was investigated whether the generation of ROS and the tolerance of the mutant to oxidative stress were altered.

As a test system for ROS production, leaf discs were treated with the bacterial elicitor peptide flg22. ROS levels increased after flg22 treatment with a maximum approximately 12 min after starting the measurement in both genotypes. However, the *zifi1* mutant showed significantly higher ROS production compared to the wild type (**Figure 6**).

**Figure 6:**
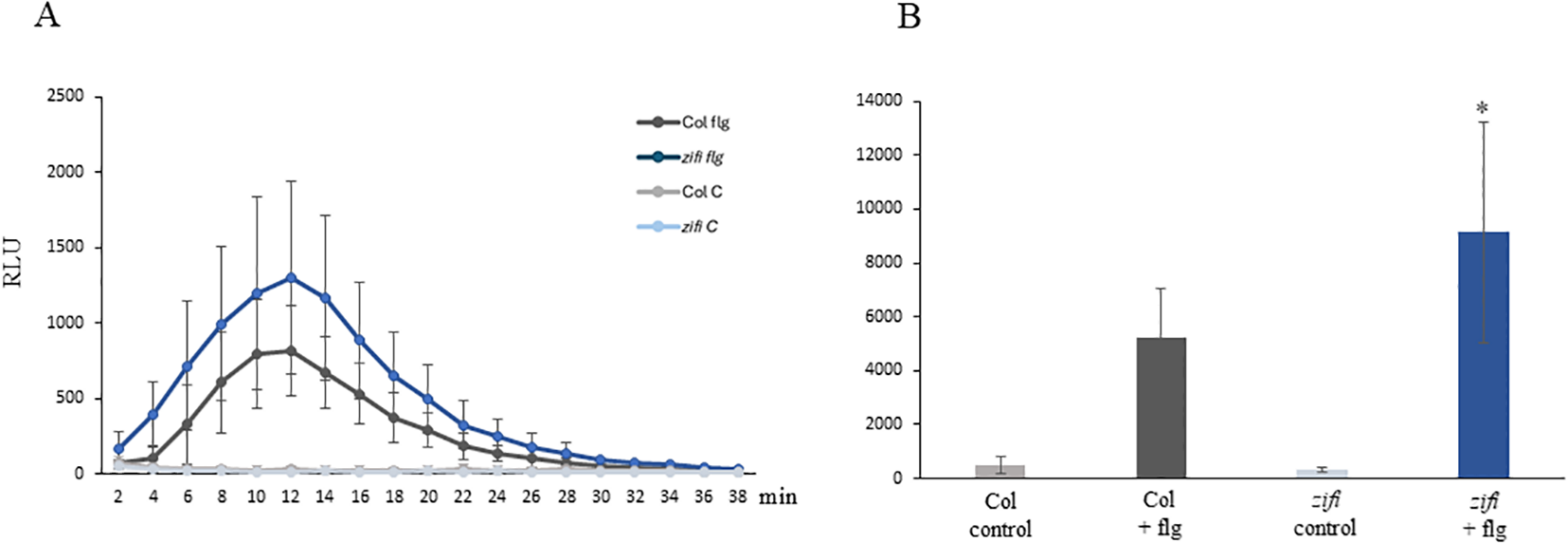
flg22 induced ROS production. Leaf discs of wild-type Col (gray) and *zifi1* (blue) were treated with water (lighter colors) or 100 nM of flg22 (darker colors). Shown are the mean relative light units of nine (Col flg22) to 10 (all other samples) biological replicates ± SD. **(A)** Relative light units at the time points indicated; **(B)** total intensity of relative light units from time point 2 to 38 min. Asterisks indicate significant differences between the wild-type Col and *zifi1* (*p < 0.05). The experiment was repeated three times with similar results.

BuOOH is an oxidative stress resulting in cell death. After 3 h of BuOOH addition, electrolyte leakage started to increase (**Supplementary Figure 6**). Ion leakage upon BuOOH treatment was significantly higher in *zifi1* and *nr1* 6.5 h after the start of the treatment compared to the wild type (**Figure 7A**; **Supplementary Figures 7**, **8**). This indicates that the ZIFI1 protein is involved in regulating the response to oxidative stress and a defect renders the mutant more sensitive to oxidative stress.

**Figure 7:**
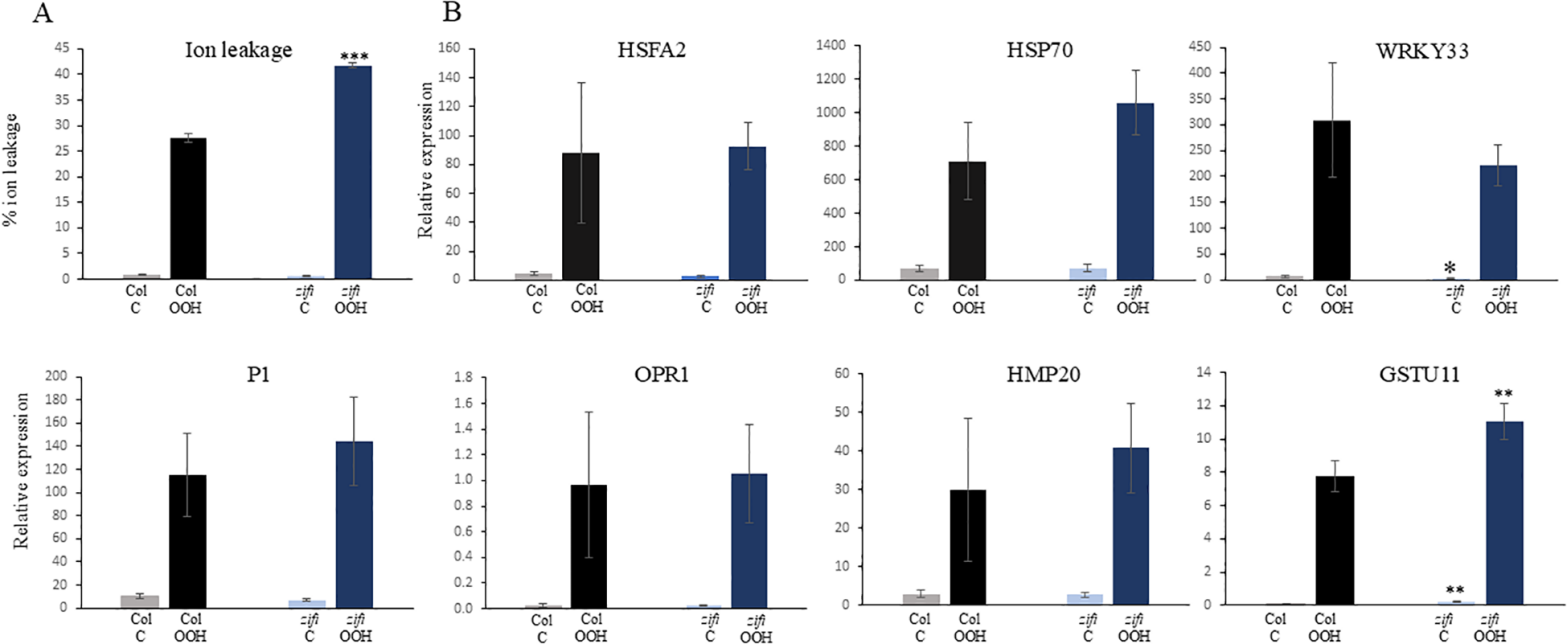
Response to oxidative stress in wild type (Col) and *zifi1*. Leaf discs of 6-week-old plants of wild type (gray/black bars) and *zifi1* (blue bars) were treated with 1 mM of tert-butyl hydroperoxide (OOH). Controls were treated with water. **(A)** Ion leakage after 6.5 h in percent of total ion leakage determined after killing cells by boiling. **(B)** Expression of oxidative stress-responsive genes after 1.5 h of OOH treatment. Shown are the means and standard deviations of four biological replicates. Asterisks indicate significant differences between the wild-type Col and *zifi1* (*p < 0.05; **p < 0.01; ***p < 0.001). The experiment was repeated four times with similar results.

As explained above, several genes that are not or less induced by PGA in *zifi1* compared to the wild type are responsive to oxidative stress. This raises the question of whether there is also lower induction of these genes by oxidative stress. 

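On the arrays of the PGA experiment, the genes of this section were measured as follows. ATHSFA2 (HSFA2) had a log2 intensity after PGA of 12.92 ± 0.58 in the wild type and 11.31 ± 0.50 in *zifi1* (SD, n = 3). Its log2 fold change by PGA was 4.85 in the wild type and 3.43 in *zifi1*, and the difference between the lines after PGA was −1.61 (SE 0.24, adjusted p = 1.35e-04). The interaction of −1.41 did not pass (SE 0.34, adjusted p = 0.135), except without replicate 1 of the PGA-treated wild type (−1.69). P1 (AT-AER in the annotation) rose by 1.76 in the wild type and by 0.89 in *zifi1*. It was lower in *zifi1* after PGA by −1.42 (SE 0.16, adjusted p = 8.68e-06) and in mock by −0.55 (adjusted p = 0.0403), the latter not passing with no filter on dim probes, with only the 18 arrays of the paper (−0.55 in both), with only the arrays of the 2 lines, or without any 1 of 4 arrays (−0.41 without replicate 3 of the mock-treated wild type). The interaction of −0.87 did not pass (adjusted p = 0.210), except without replicate 1 of the PGA-treated wild type (−1.10). HMP20 (AT2G36950) rose by 1.07 in the wild type (adjusted p = 5.33e-06) and by 0.38 in *zifi1* (adjusted p = 0.0711), and the difference after PGA was −0.68 (SE 0.13, adjusted p = 0.00104). Its interaction of −0.69 did not pass (adjusted p = 0.217). Its rise in *zifi1* passed the adjusted p without replicate 3 of PGA-treated *zifi1* (0.48), with slide as a block and under the processed signal scaled to the 75th percentile (0.47). For all 3 genes, every *zifi1* array lay below every wild-type array after PGA. The response of *zifi1* to oxidative stress itself was not analysed here.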

Expression of genes that show lower induction by PGA in *zifi1* compared to the wild type was analyzed 1.5 h after the start of BuOOH treatment. Expression of *HSFA2*, *P1*, and *HMP20* increased upon BuOOH treatment in Col. There was also induction by BuOOH in *zifi1*, and the expression levels were not lower compared to the wild type (**Figure 7B**). This indicates that ZIFI1 is not required for the general upregulation of these genes after BuOOH treatment.

## 4 Discussion

### 4.1 The CW-type zinc finger protein is involved in RES signaling and detoxification

While several components and mechanisms of the signaling pathway mediating the effects of JA-isoleucine have been described, less is known about RES-oxylipin signaling. This work identifies a CW-type zinc finger protein as a factor playing a role in RES-oxylipin signaling. Interestingly, ZIFI1 seems to be involved also in the transcriptional control of the response to an endogenous isothiocyanate and to a xenobiotic. This applies to a set of genes related to detoxification and *TolB-like*. A common property of RES-oxylipins, isothiocyanates, and several xenobiotics is reactivity, which might be important for the perception mechanism. The perception of RES-oxylipins is unclear. In Marchantia, OPDA is perceived by a COI1–JAZ receptor complex (Monte et al., 2022). So far, this seems not to be the case in *Arabidopsis*. As mentioned in the Introduction, the OPDA-binding protein cyclophilin 20-3 is only responsible for part of the responses. As an additional mechanism, covalent modification of proteins has been proposed which is supported by the finding that reactivity is crucial for biological activity (Almeras et al., 2003; Findling et al., 2018). Also, the result in this work that ZIFI1 is involved in the response to different RES supports that electrophile properties and the reaction with other molecules are involved in the RES signaling mechanism. In contrast to RES, the upregulation of ROS-responsive genes by BuOOH was not affected even though genes were tested that showed lower expression in *zifi1* upon PGA treatment. This indicates that ROS might signal through mechanisms different from RES-oxylipins and xenobiotics.

An important detoxification mechanism in plants and animals is the conjugation of RES with glutathione. Expression of GSTs is upregulated in response to many abiotic and biotic stresses (Wagner et al., 2002). GSTs have been shown to be important for the resistance of plants to herbicides and oxidative stress (Cummins et al., 1999; Ugalde et al., 2021). The increased sensitivity of *zifi1* to a xenobiotic and to oxidative stress is consistent with the lower expression of several GSTs in *zifi1*. In addition, the lower transcript levels of GSTs raised the question of whether the formation of glutathione–conjugates is impaired. Glutathione–conjugate levels after treatment with PGA were similar in the *zifi1* mutant and the wild type (**Supplementary Figure 9**). This result can be explained by the remaining GST expression and activity in the *zifi1* mutant. In addition, non-enzymatic conjugation might be responsible for glutathione–conjugate formation. Non-enzymatic conjugation has been shown to occur with OPDA and phytoprostanes (Dueckershoff et al., 2008).

In addition to detoxification, RES-oxylipins have also been implicated in the response to other stresses such as water deficit and hypoxia (see Introduction). Similarly, the gene ontology annotations of differentially expressed genes (**Table 1**) indicate the involvement of ZIFI1 in several stress responses such as water deficit and osmotic stress. This also suggests a connection of ZIFI1 signaling to the abscisic acid signaling pathway. Furthermore, the gene ontology annotations suggest that ZIFI1 participates in the transcriptional responses to bacteria and fungi. Therefore, it will be of interest to evaluate the relevance of ZIFI1 in the interaction with other organisms as well as in short-term responses and long-term adaptation to a variety of environmental factors.

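Response to osmotic stress was annotated to 52 of the genes tested, and 5 of them were lower in *zifi1* after PGA, a 3.71-fold share (one-sided Fisher exact test, adjusted p = 0.0273). It passed under 8 of 12 alternatives, with an adjusted p between 0.0132 and 0.252, and did not pass without replicate 2 of the PGA-treated wild type (adjusted p = 0.220). Response to abscisic acid held 17 lower genes of 182 (3.61-fold, adjusted p = 2.08e-05), and 8 of its genes were lower in *zifi1* in mock (adjusted p = 0.00656). Response to salt stress held 6 of 170 (1.36-fold, adjusted p = 0.361).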

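Response to bacterium was annotated to 44 of the genes tested, and 8 of them were lower in *zifi1* after PGA, a 7.02-fold share (one-sided Fisher exact test, adjusted p = 4.50e-05). Its adjusted p was between 1.89e-05 and 0.00410 over the alternatives, and 0.0523 without replicate 1 of PGA-treated *zifi1*. Response to fungus was annotated to 21 genes, of which 1 was lower (1.84-fold, adjusted p = 0.489). Defense response to fungus, a term outside Table 1 that came up in the test of all terms with at least 10 genes, held 11 lower genes of 51 (8.33-fold, adjusted p = 6.85e-06).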

### 4.2 Signaling by ZIFI1 might be connected to other transcription factors

The phenotypic differences of mutants with a defect in ZIFI1 compared to the wild type are not very strong. A possible reason might be functional redundancy with other transcription factors. The protein At1g02990 and the CW-type zinc finger protein At4g15730 are paralogs of ZIFI1 (**Supplementary Figure 10**) and might compensate for a defect in ZIFI1. In addition, the clade II TGA transcription factors TGA2, TGA5, and TGA6 are involved in regulating gene expression in response to RES-oxylipins and share functions with ZIFI1. The mutant *tga2,5,6* shows less gene induction upon treatment with OPDA, phytoprostanes, and PGA (Mueller et al., 2008; Stotz et al., 2013). Interestingly, TGA factors are in parallel involved in the SA, JA/ethylene, and RES-oxylipin signaling pathways. Consequently, several stress-related phenotypes of this mutant have been reported. The *tga2,5,6* mutant is impaired in SA-dependent systemic acquired resistance (Zhang et al., 2003). This mutant is more sensitive to the necrotrophic fungus *B. cinerea* (Zander et al., 2010) as well as to chemical stress by TIBA (Fode et al., 2008) or oxidative stress by BuOOH (Stotz et al., 2013). This poses an obvious similarity of phenotypes of the *tga2,5,6* triple mutant and the *zifi1* mutant. Both mutants are more sensitive to BuOOH and TIBA and induction by RES-oxylipins of genes related to detoxification is impaired. What is the relationship between TGA factors and ZIFI1? ZIFI1 and the TGA factors could work in parallel or hierarchically. Approximately one-third of the genes that are ZIFI1-dependently induced by PGA have been reported to be induced by A_1_-phytoprostanes dependent on TGA2,5,6, suggesting that signaling through ZIFI1 and TGA factors is connected. 

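In *zifi1*, the transcripts of TGA2, TGA5 and TGA6 differed little from the wild type. TGA2 (AHBP-1B in the annotation) had a log2 fold change of −0.23 in mock and of −0.23 after PGA (SE 0.13, adjusted p = 0.315 and 0.229). TGA5 (OBF5) had −0.28 and −0.18 (SE 0.10, adjusted p = 0.0802 and 0.229), and TGA6 had −0.20 and −0.04 (SE 0.12, adjusted p = 0.329 and 0.852). All probes of TGA2 and TGA5 gave the same sign. The difference of TGA2 after PGA passed the adjusted p with the replicate number or the slide as a block (−0.23 in both), and that of TGA5 in mock with slide as a block (−0.30) and without replicate 3 of the mock-treated wild type (−0.36). The *tga2,5,6* mutant was not analysed here.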

The gene expression data do not indicate altered expression of the *ZIFI1* gene in *tga2,5,6* or vice versa of the TGA factors in *zifi1*. This suggests a mutual effect on the activity of these transcription factors on a posttranscriptional level. For TGA factors, interactions with other proteins such as NPR1 and glutaredoxin480 have been reported which is important for regulating signaling activities (Zhang et al., 1999; Ndamukong et al., 2007). Further research is needed to decipher the connection between the TGA factors, the ZIFI1 protein, and the ZIFI1 paralogs in response to RES, ROS, and different stress factors.

### 4.3 What is the mechanism of ZIFI1 action and how is it regulated?

Zinc finger proteins constitute a large family of transcriptional regulators, and particularly, C2H2 zinc finger proteins have been reported to regulate the response to stress factors (Han et al., 2020). Less is known about the functions of the CW-type zinc finger protein subfamily. The CW-zinc finger domain comprises approximately 60 amino acids and contains conserved cysteine and tryptophane residues (at least four Cys and two Trp) (Perry and Zhao, 2003). CW domain proteins have been reported in vertebrates and higher plants but are present in diverse eukaryotes (**Supplementary Figure 11**). The homology of ZIFI1 to most of the CW domain proteins outside of the CW domain was rather low except for three CW domain proteins in rice (**Supplementary Figure 10**, see below). Regarding the function of proteins containing CW domains, some have been identified as readers of histone modifications (He et al., 2010; Hoppmann et al., 2011). Structural approaches have shown that the CW-type zinc finger proteins can recognize methylated lysine residues in histone H3. In *Arabidopsis*, this was shown for the well-studied CW domain protein SDG8/ASHH2 (Liu and Huang, 2018; Dobrovolska et al., 2020). In rice, three CW-type zinc finger proteins have been reported which bind histones depending on the methylation status. Mutants in one of the CW-type zinc finger protein genes are impaired in the development of reproductive structures (Zhang et al., 2017). Whether also the ZIFI1 protein described here regulates transcription by binding to DNA dependent on the status of histone modification needs further evaluation.

Another question arises regarding the regulation of the activity of the ZIFI1 protein. As shown above, the expression level of the *ZIFI1* gene is rather high (**Supplementary Figure 4**). In addition, there is only minor regulation of ZIFI1 on a transcriptional level in response to stresses (**Supplementary Figure 4C**). This suggests a posttranscriptional regulation. A common mechanism for regulating the activity of transcription factors is the interaction with other proteins. The sequence of ZIFI1 predicts a coiled coil domain at the C-terminus as a putative protein–protein interaction domain. It will be important to investigate interaction partners to elucidate whether the binding of other proteins is a regulation mechanism of ZIFI1 activity. Another possibility is a regulation by posttranslational modification of ZIFI1 such as phosphorylation. In addition, modification by RES and the redox state are possible mechanisms to regulate the activity of proteins (Dueckershoff et al., 2008; Stotz et al., 2013). Future research will reveal whether ZIFI1 is involved in regulating additional processes and how its activity is modulated.

## Data Availability

The mutant lines are available on request from the corresponding author. The transcriptome datasets for this study can be found in GEO, accession number: GSE286411 URL: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE286411.

## References

[B1] AlmerasE.StolzS.VollenweiderS.ReymondP.Mene-SaffraneL.FarmerE. E. (2003). Reactive electrophile species activate defense gene expression in *Arabidopsis* . Plant J. 34, 205–216. doi: 10.1046/j.1365-313X.2003.01718.x 12694595

[B2] BurowM.HalkierB. A. (2017). How does a plant orchestrate defense in time and space? Using glucosinolates in Arabidopsis as case study. Curr. Opin. Plant Biol. 38, 142–147. doi: 10.1016/j.pbi.2017.04.009 28575680

[B3] ChenW.SinghK. B. (1999). The auxin, hydrogen peroxide and salicylic acid induced expression of the Arabidopsis GST6 promoter is mediated in part by an ocs element. Plant J. 19, 667–677. doi: 10.1046/j.1365-313x.1999.00560.x 10571852

[B4] CloughS. J.BentA. F. (1998). Floral dip: a simplified method for Agrobacterium-mediated transformation of *Arabidopsis thaliana* . Plant J. 16, 735–743. doi: 10.1046/j.1365-313x.1998.00343.x 10069079

[B5] CroftK. P. C.JüttnerF.SlusarenkoA. J. (1993). Volatile products of the lipoxygenase pathway evolved from *Phaseolus vulgaris* (L.) leaves inoculated with *Pseudomonas syringae* pv phaseolicola. Plant Physiol. 101, 13–24. doi: 10.1104/pp.101.1.13 12231661 PMC158642

[B6] CumminsI.ColeD. J.EdwardsR. (1999). A role for glutathione transferases functioning as glutathione peroxidases in resistance to multiple herbicides in black-grass. Plant J. 18, 285–292. doi: 10.1046/j.1365-313X.1999.00452.x 10377994

[B7] DobrovolskaO.BrilkovM.MadeleineN.Odegard-FougnerO.StromlandO.MartinS. R.. (2020). The Arabidopsis (ASHH2) CW domain binds monomethylated K4 of the histone H3 tail through conformational selection. FEBS J. 287, 4458–4480. doi: 10.1111/febs.v287.20 32083791

[B8] DueckershoffK.MuellerS.MuellerM. J.ReindersJ. (2008). Impact of cyclopentenone-oxylipins on the proteome of *Arabidopsis thaliana.* Biochim. Biophys. Acta 1784, 1975–1985. doi: 10.1016/j.bbapap.2008.09.003 18848650

[B9] FarmerE. E.MuellerM. J. (2013). ROS-mediated lipid peroxidation and RES-activated signaling. Ann. Rev. Plant Biol. 64, 429–450. doi: 10.1146/annurev-arplant-050312-120132 23451784

[B10] FerberE.GerhardsJ.SauerM.KrischkeM.DittrichM. T.MullerT.. (2020). Chemical priming by isothiocyanates protects against intoxication by products of the mustard oil bomb. Front. Plant Sci. 11, 887. doi: 10.3389/fpls.2020.00887 32676087 PMC7333730

[B11] FindlingS.StotzH. U.ZoellerM.KrischkeM.ZanderM.GatzC.. (2018). TGA2 signaling in response to reactive electrophile species is not dependent on cysteine modification of TGA2. PloS One 13, e0195398. doi: 10.1371/journal.pone.0195398 29608605 PMC5880405

[B12] FodeB.SiemsenT.ThurowC.WeigelR.GatzC. (2008). The Arabidopsis GRAS protein SCL14 interacts with class II TGA transcription factors and is essential for the activation of stress-inducible promoters. Plant Cell 20, 3122–3135. doi: 10.1105/tpc.108.058974 18984675 PMC2613660

[B13] GrunG.BergerS.MatthesD.MuellerM. J. (2007). Early accumulation of non-enzymatically synthesized oxylipins in *Arabidopsis thaliana* after infection with Pseudomonas syringae. Funct. Plant Biol. 34, 65–71. doi: 10.1071/FP06205 32689332

[B14] HanG.LuC.GuoJ.QiaoZ.SuiN.QiuN.. (2020). C2H2 zinc finger proteins: master regulators of abiotic stress responses in plants. Front. Plant Sci. 11, 115. doi: 10.3389/fpls.2020.00115 32153617 PMC7044346

[B15] HaraM.YatsuzukaY.TabataK.KuboiT. (2010). Exogenously applied isothiocyanates enhance glutathione S-transferase expression in Arabidopsis but act as herbicides at higher concentrations. J. Plant Physiol. 167, 643–649. doi: 10.1016/j.jplph.2009.11.006 20031254

[B16] HeF.UmeharaT.SaitoK.HaradaT.WatanabeS.YabukiT.. (2010). Structural insight into the zinc finger CW domain as a histone modification reader. Structure 18, 1127–1139. doi: 10.1016/j.str.2010.06.012 20826339

[B17] HoppmannV.ThorstensenT.KristiansenP. E.VeisethS. V.RahmanM. A.FinneK.. (2011). The CW domain, a new histone recognition module in chromatin proteins. EMBO J. 30, 1939–1952. doi: 10.1038/emboj.2011.108 21522130 PMC3098480

[B18] KnieperM.ViehhauserA.DietzK. J. (2023). Oxylipins and reactive carbonyls as regulators of the plant redox and reactive oxygen species network under stress. Antioxidants 12, 814–839. doi: 10.3390/antiox12040814 37107189 PMC10135161

[B19] LiuY.HuangY. (2018). Uncovering the mechanistic basis for specific recognition of monomethylated H3K4 by the CW domain of Arabidopsis histone methyltransferase SDG8. J. Biol. Chem. 293, 6470–6481. doi: 10.1074/jbc.RA117.001390 29496997 PMC5925821

[B20] MittlerR.ZandalinasS. I.FichmanY.Van BreusegemF. (2022). Reactive oxygen species signalling in plant stress responses. Nat. Rev. Mol. Cell Biol. 23, 663–679. doi: 10.1038/s41580-022-00499-2 35760900

[B21] MonteI.CaballeroJ.ZamarrenoA. M.Fernandez-BarberoG.Garcia-MinaJ. M.SolanoR. (2022). JAZ is essential for ligand specificity of the COI1/JAZ co-receptor. Proc. Natl. Acad. Sci. 119, e2212155119. doi: 10.1073/pnas.2212155119 36442090 PMC9894187

[B22] MontilletJ. L.LeonhardtN.MondyS.TranchimandS.RumeauD.BoudsocqM.. (2013). An abscisic acid-independent oxylipin pathway controls stomatal closure and immune defense in Arabidopsis. PloS Biol. 11, e1001513. doi: 10.1371/journal.pbio.1001513 23526882 PMC3602010

[B23] MuellerM. J.BergerS. (2009). Reactive electrophilic oxylipins: pattern recognition and signalling. Phytochemistry 70, 1511–1521. doi: 10.1016/j.phytochem.2009.05.018 19555983

[B24] MuellerS.HilbertB.DueckershoffK.RoitschT.KrischkeM.MuellerM. J.. (2008). General detoxification and stress responses are mediated by oxidized lipids through TGA transcription factors in Arabidopsis. Plant Cell 20, 768–785. doi: 10.1105/tpc.107.054809 18334669 PMC2329937

[B25] NdamukongI.AbdallatA. A.ThurowC.FodeB.ZanderM.WeigelR.. (2007). SA-inducible Arabidopsis glutaredoxin interacts with TGA factors and suppresses JA-responsive PDF1.2 transcription. Plant J. 50, 128–139. doi: 10.1111/j.1365-313X.2007.03039.x 17397508

[B26] ParkS. W.LiW.ViehhauserA.HeB.KimS.NilssonA. K.. (2013). Cyclophilin 20-3 relays a 12-oxo-phytodienoic acid signal during stress responsive regulation of cellular redox homeostasis. Proc. Natl. Acad. Sci. 110, 9559–9564. doi: 10.1073/pnas.1218872110 23671085 PMC3677464

[B27] PerryJ.ZhaoY. (2003). The CW domain, a structural module shared amongst vertebrates, vertebrate-infecting parasites and higher plants. Trends Biochem. Sci. 28, 576–580. doi: 10.1016/j.tibs.2003.09.007 14607086

[B28] RaackeI.MuellerM. J.BergerS. (2006). Defects in allene oxide synthase and OPDA reductase alter the resistance to *P. syringae* and *B. cinerea* . J. Phytopathol. 154, 740–744. doi: 10.1111/j.1439-0434.2006.01191.x

[B29] SavchenkoT.KollaV. A.WangC. Q.NasafiZ.HicksD. R.PhadungchobB.. (2014). Functional convergence of oxylipin and abscisic acid pathways controls stomatal closure in response to drought. Plant Physiol. 164, 1151–1160. doi: 10.1104/pp.113.234310 24429214 PMC3938610

[B30] SchneebergerK.OssowskiS.LanzC.JuulT.PetersenA. H.NielsenK. L.. (2009). SHOREmap: simultaneous mapping and mutation identification by deep sequencing. Nat. Methods 6, 550–551. doi: 10.1038/nmeth0809-550 19644454

[B31] StotzH. U.MuellerS.ZoellerM.MuellerM. J.BergerS. (2013). TGA transcription factors and jasmonate-independent COI1 signalling regulate specific plant responses to reactive oxylipins. J. Exp. Bot. 64, 963–975. doi: 10.1093/jxb/ers389 23349138 PMC3580818

[B32] SzyrokiA.IvashikinaN.DietrichP.RoelfsemaM. R.AcheP.ReintanzB.. (2001). KAT1 is not essential for stomatal opening. Proc. Natl. Acad. Sci. U.S.A. 98, 2917–2921. doi: 10.1073/pnas.051616698 11226341 PMC30240

[B33] UgaldeJ. M.LamigL.Herrera-VasquezA.FuchsP.HomagkM.KoprivaS.. (2021). A dual role for glutathione transferase U7 in plant growth and protection from methyl viologen-induced oxidative stress. Plant Physiol. 187, 2451–2468. doi: 10.1093/plphys/kiab444 34599589 PMC8644736

[B34] WagnerU.EdwardsR.DixonD. P.MauchF. (2002). Probing the diversity of the Arabidopsis glutathione S-transferase gene family. Plant Mol. Biol. 49, 515–532. doi: 10.1023/A:1015557300450 12090627

[B35] YamauchiY.KunishimaM.MizutaniM.SugimotoY. (2015). Reactive short-chain leaf volatiles act as powerful inducers of abiotic stress-related gene expression. Sci. Rep. 5, 8030. doi: 10.1038/srep08030 25619826 PMC4306126

[B36] ZanderM.La CameraS.LamotteO.MetrauxJ. P.GatzC. (2010). *Arabidopsis thaliana* class-II TGA transcription factors are essential activators of jasmonic acid/ethylene-induced defense responses. Plant J. 61, 200–210. doi: 10.1111/j.1365-313X.2009.04044.x 19832945

[B37] ZhangY.FanW.KinkemaM.LiX.DongX. (1999). Interaction of NPR1 with basic leucine zipper protein transcription factors that bind sequences required for salicylic acid induction of the *PR-1* gene. Proc. Natl. Acad. Sci. 96, 6523–6528. doi: 10.1073/pnas.96.11.6523 10339621 PMC26915

[B38] ZhangY.TessaroM. J.LassnerM.LiX. (2003). Knockout analysis of Arabidopsis transcription factors TGA2, TGA5, and TGA6 reveals their redundant and essential roles in systemic acquired resistance. Plant Cell 15, 2647–2653. doi: 10.1105/tpc.014894 14576289 PMC280568

[B39] ZhangZ.ZhangF.ChengZ. J.LiuL. L.LinQ. B.WuF. Q.. (2017). Functional characterization of rice CW-domain containing zinc finger proteins involved in histone recognition. Plant Sci. 263, 168–176. doi: 10.1016/j.plantsci.2017.06.013 28818372

[B40] ZimmermannP.Hirsch-HoffmannM.HennigL.GruissemW. (2004). GENEVESTIGATOR. Arabidopsis microarray database and analysis toolbox. Plant Physiol. 136, 2621–2632. doi: 10.1104/pp.104.046367 15375207 PMC523327

# Supplementary material for: A CW-type zinc finger protein is involved in RES-oxylipin signaling and the response to abiotic stress in Arabidopsis thaliana
**Source:** Front Plant Sci. 2025 Mar 12;16:1535643. doi: 10.3389/fpls.2025.1535643
**Supplement:** Supplementary file 1

### Experimental design:

Screening of the mutagenized GST6::LUC line for RES-oxylin signaling mutants

Identification of the mutant *non-responsive 1* (*nr1*) with lower luciferase activity upon PGA treatment

Backcross of *nr1* to the GST6::LUC line,  
Generation of the F2 population by self-pollination of F1 plants

determination of recessive inheritance of mutant phenotype (lower luciferase activity upon PGA treatment in the F2 population)

Selection of 50 plants in the F2 generation with mutant phenotype (lower luciferase activity upon PGA treatment)

Next Generation Mapping,  
Identification of the defect in the *ZIF11* gene (At3g62900) as the most probable responsible mutation for the *nr1* phenotype

Confirmation using a T-DNA insertion line (termed *zifi1*) with a defect in the *ZIF11* gene (At3g62900)

Analyses of transcriptomes and stress responses in *nr1* and *zifi1* mutants

### lines used:

Col: wild type ecotype Columbia, Col-0

GST6::LUC: transgenic line expressing luciferase under the control of the *GST6* promoter, used for mutagenesis and as a control line for the *nr1* mutant

*nr1*: mutant selected by screening for plants with lower luciferase activity upon PGA treatment, contains a point mutation in the *ZIF11* gene on chromosome 3, position 23252228, background line is the GST6::LUC line

*zifi1*: mutant containing a T-DNA insertion in the *ZIF11* gene At3g62900, line SALK\_064820, the corresponding wild type is Col-0

*F-box*: mutant containing a T-DNA insertion in the *F-box* gene At3g61340, line SALK\_130710

Suppl. Fig. 1 explaining the experimental design and the lines used

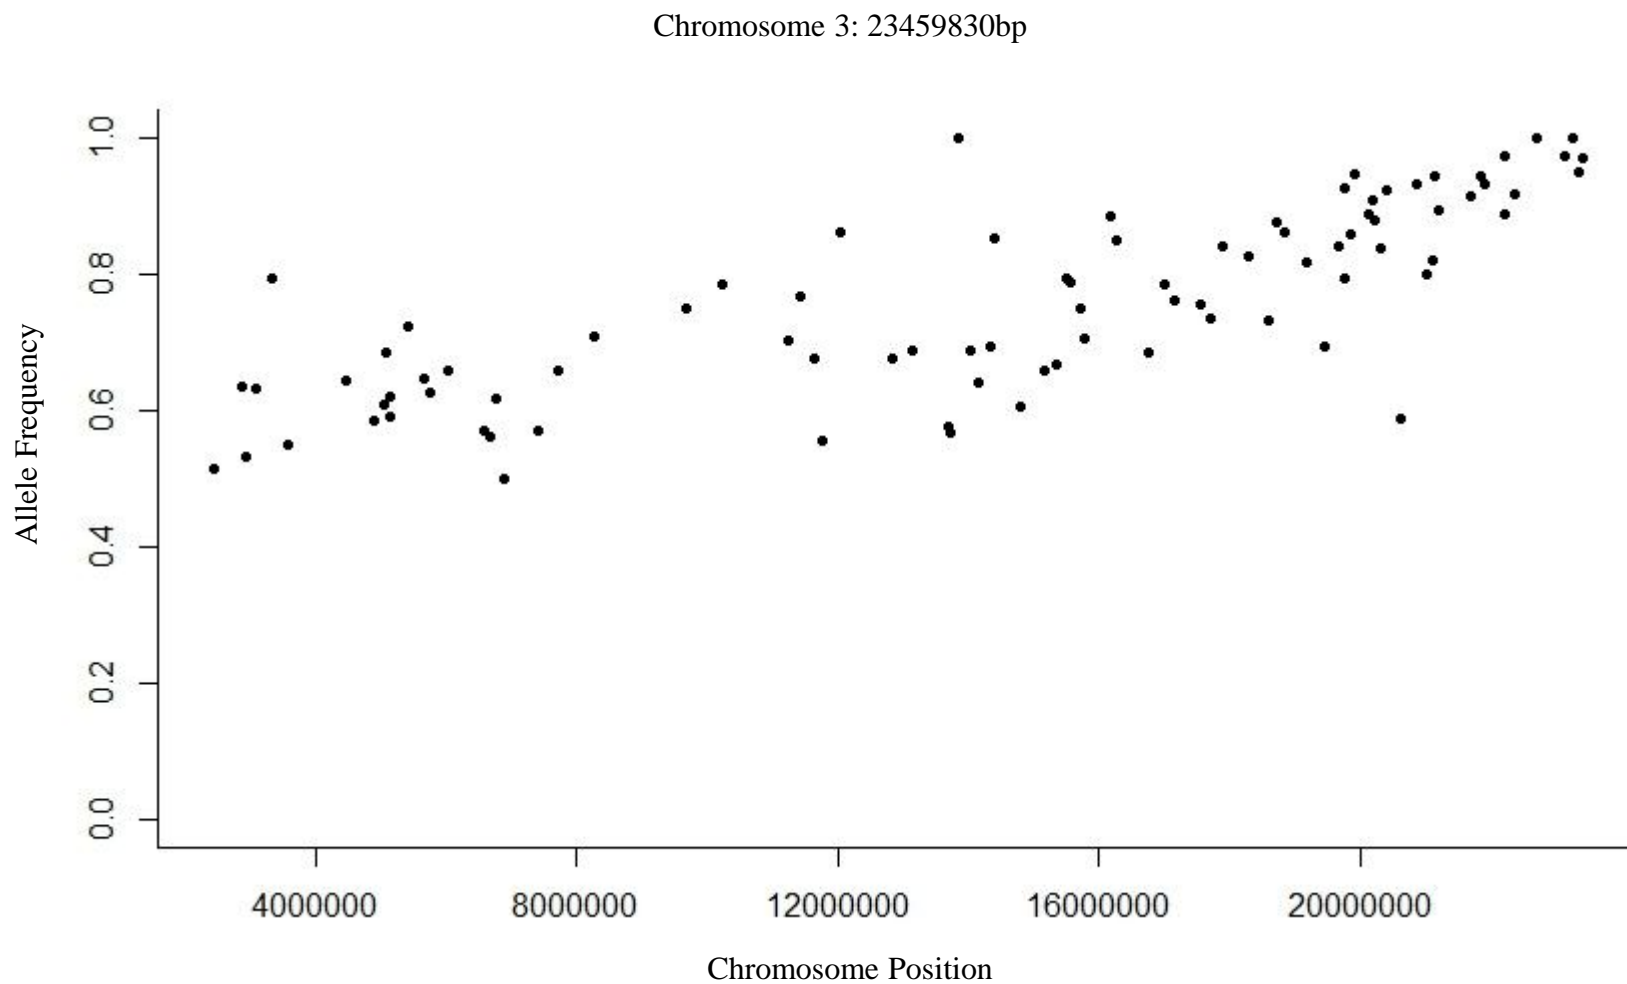

Suppl. Fig. 2: Allele frequency of polymorphisms on chromosome 3. The figure was generated with SHOREmap v3.5. In total, 120 SNPs, 62 insertions and 32 deletions were detected in *nr1* compared to the control line. Chromosome 3 shows a region with high allele frequency which was not observed on the other chromosomes.

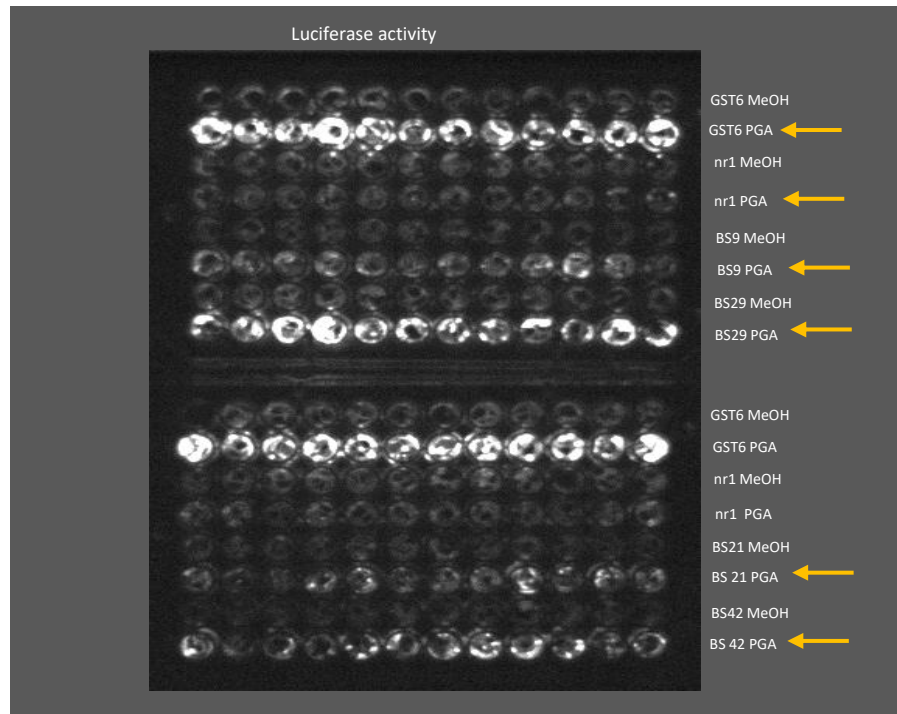

Suppl. Fig. 3: complementation of the *nr1* phenotype by expression of the wild type *ZIF11* gene. Luciferase activity of lines expressing the WT-*ZIF11* gene in the *nr1* background under control of the 35S promoter. 10 d old seedlings were treated with mock or 75  $\mu$ M PGA. Luciferase activity was determined after 6 h. shown are 12 replicates of each genotype and treatment. The experiment was repeated two times with similar results.

A

AT3G62900AT3G62900

Klepikova Arabidopsis Atlas eFP Browser at bar.utoronto.ca

Klepikova et al. 2016. Plant J. 88:1058-1070

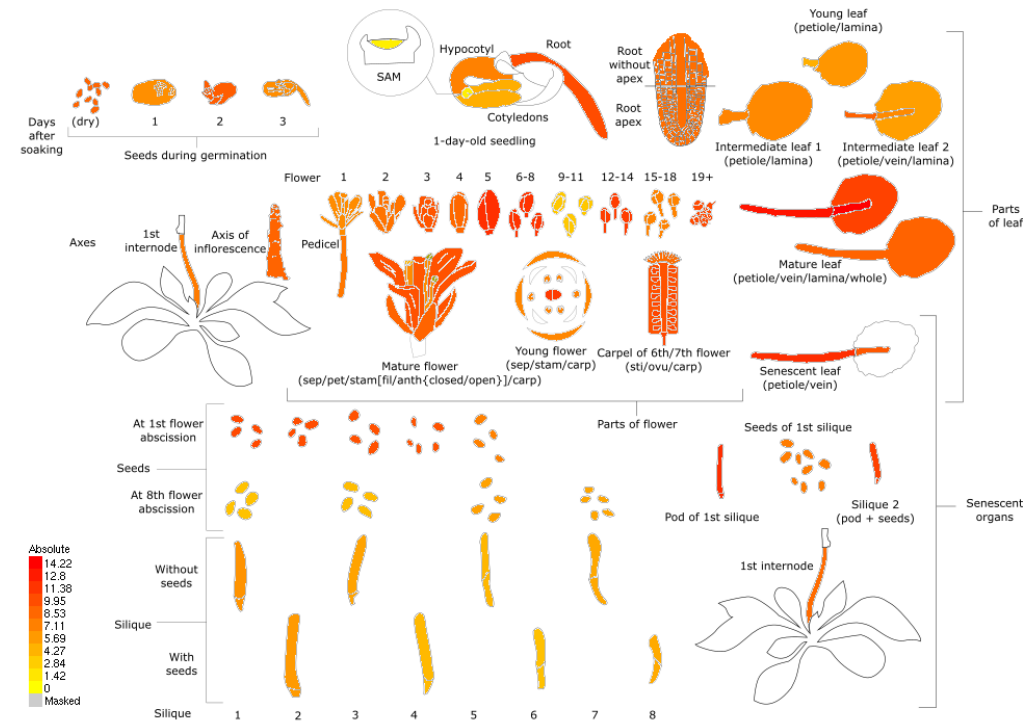

Data from A high resolution map of the Arabidopsis thaliana developmental transcriptome based on RNA-seq profiling: Klepikova et al., 2016, Plant J. 88:1058-1070. Total RNA was extracted with RNeasy Plant Kit and Illumina cDNA libraries were generated using the respective manufacturer's protocols. cDNA was then sequenced using Illumina HiSeq2000 with a 50bp read length. The read data are publicly available in NCBI's Sequence Read Archive under the BioProject ID 314076 (accession: PRJNA314076). Reads were aligned to the reference TAIR10 genome (Lamesch et al., 2012) using TopHat (Trapnell et al., 2009). Default TopHat settings and job resource parameters were used, with read groups unspecified. Reads per gene were counted with an in-house Python script using functions from the HTSeq package (Anders et al., 2015). Reads were filtered so that only uninterrupted reads corresponding to a region within exactly one gene were used for RPKM calculation. If a gene's expression level is not displayed, this indicates the reads for this gene did not pass the filtering criteria. RPKM values were compiled using an in-house R script.

B

Dataset: 10 developmental stages from data selection: AT\_mRNASeq\_ARABI\_GL-0

Showing 1 measure(s) of 1 gene(s) on selection: AT-0

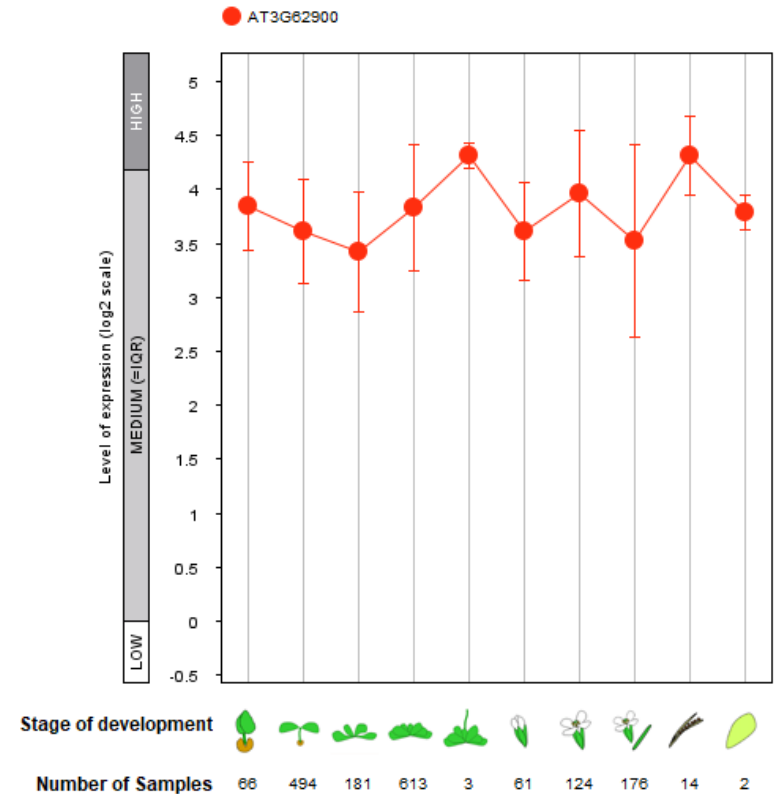

created with GENEVESTIGATOR

Suppl. Fig. 4: Expression of *ZIF1* (At3g62900). A: expression of At3g62900 in different tissues and developmental stages according to the eFP Browser (Klepikova et al. 2016). B: expression of At3g62900 in developmental stages according to genevestigator (Zimmermann et al. 2004). C: alteration of expression of At3g62900 by perturbation with filter fold change >2 and p-value < 0.05 according to genevestigator (Zimmermann et al. 2004; created 8 August 2023)

Suppl. Fig. 4C

**Dataset:** 1373 perturbations from data selection: AT\_mRNASeq\_ARABI\_GL-0  
Showing 1 measure(s) of 1 gene(s) on selection: AT-0

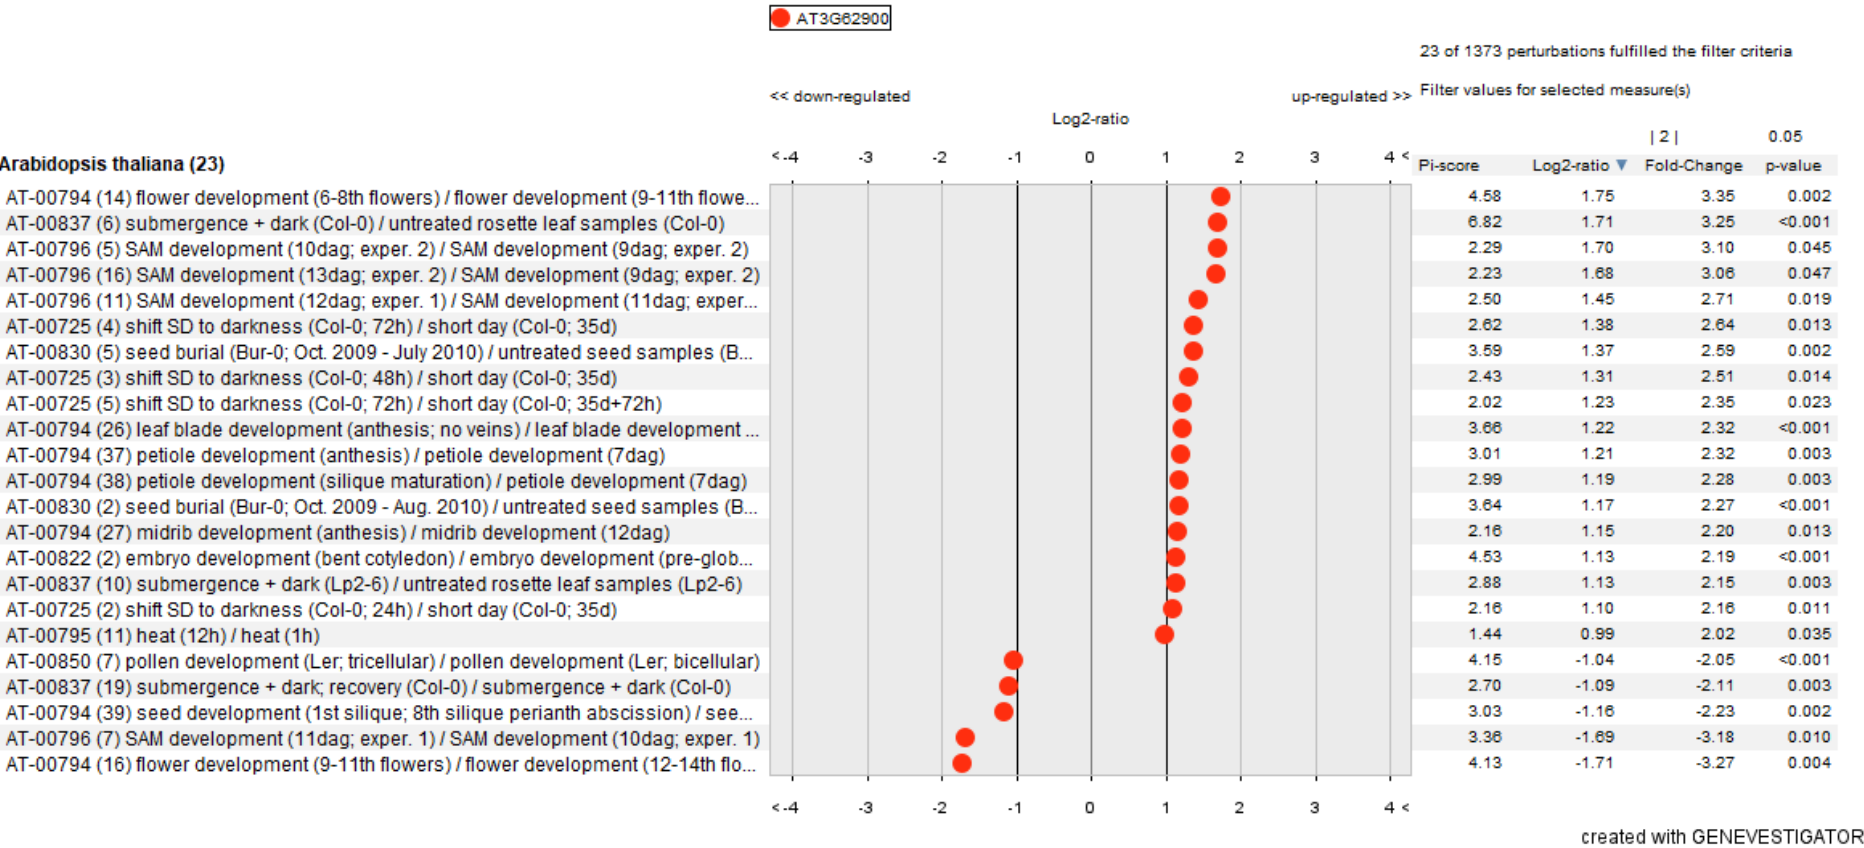

Suppl. Fig. 4: Expression of *ZIF1* (At3g62900). A: expression of At3g62900 in different tissues and developmental stages according to the eFP Browser (Klepekova et al. 2016). B: expression of At3g62900 in developmental stages according to genevestigator (Zimmermann et al. 2004). C: alteration of expression of At3g62900 by perturbation with filter fold change >2 and p-value < 0.05 according to genevestigator (Zimmermann et al. 2004; created 8 August 2023)

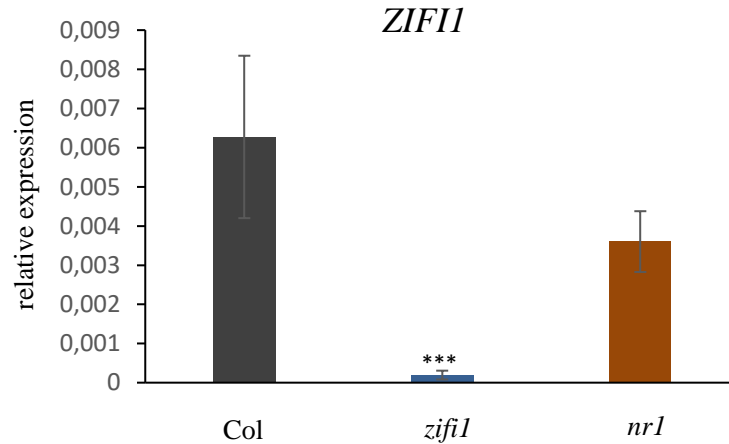

Suppl. Fig. 5: Expression of *ZIF11* in different mutant lines. B: Seedlings of wild type Col (grey bars), *nr1* (green bars) and the T-DNA-insertion line *zif1* (blue bars) were treated with 75  $\mu$ M PGA for 4 h. Expression is relative to *SAND*. Shown is the mean of six biological replicates  $\pm$  sd. Asterisks indicate significant differences between the wild type Col and mutant lines (\*  $p < 0.05$ ; \*\*\*  $p < 0.001$ ). The experiment was repeated with similar results.

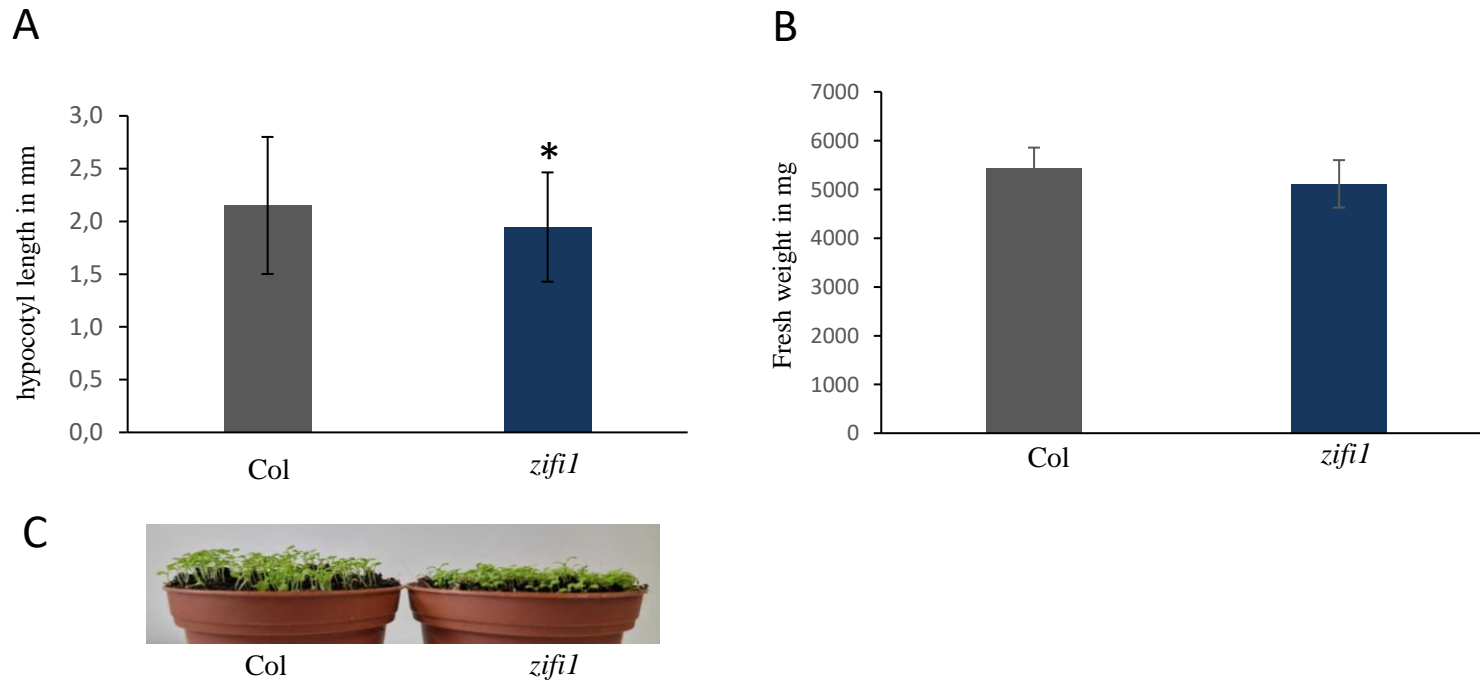

Suppl. Fig. 6: growth phenotypes of *zifil*. A: hypocotyl length of 7 d old seedlings of wild type Col (grey bars) and the T-DNA-insertion line *zifil* (blue bars) Shown is the mean of 104 (Col) and 96 (*zifil*) seedlings  $\pm$  sd. Asterisks indicate significant differences between the wild type Col and mutant lines (\* $p < 0.05$ ). The experiment was repeated several times, a significant difference was observed in three of six experiments.

B: fresh weight of six week old soil grown plants of wild type Col (grey bars) and the T-DNA-insertion line *zifil* (blue bars). Shown is the mean of 8 plants  $\pm$  sd. The experiment was repeated four times, a significant difference was observed in two experiments.

C: photo of 12 d old seedlings grown in short day conditions in soil.

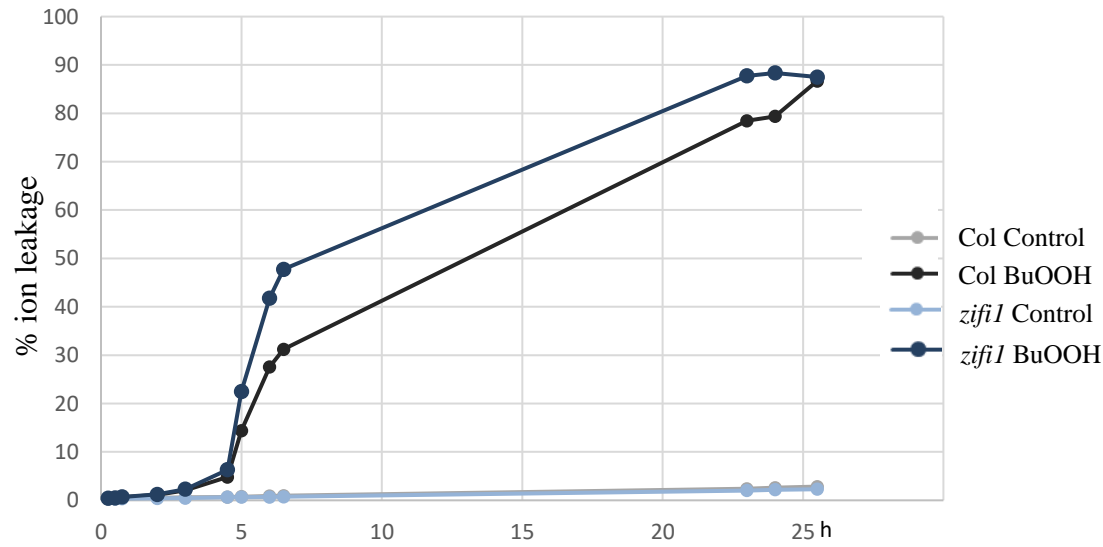

Suppl. Fig. 7. Cell death in wild type (Col) and *zifi1*. Leaf discs of 6 week old plants of wild type (grey/black lines) and *zifi1* (blue lines) were treated with 1 mM tert-butylhydroperoxide (BuOOH) and ion leakage was measured. Total (100%) ion leakage was determined after killing cells by boiling. Controls were treated with water. Shown are the means of four biological replicates. The experiment was repeated four times with similar results.

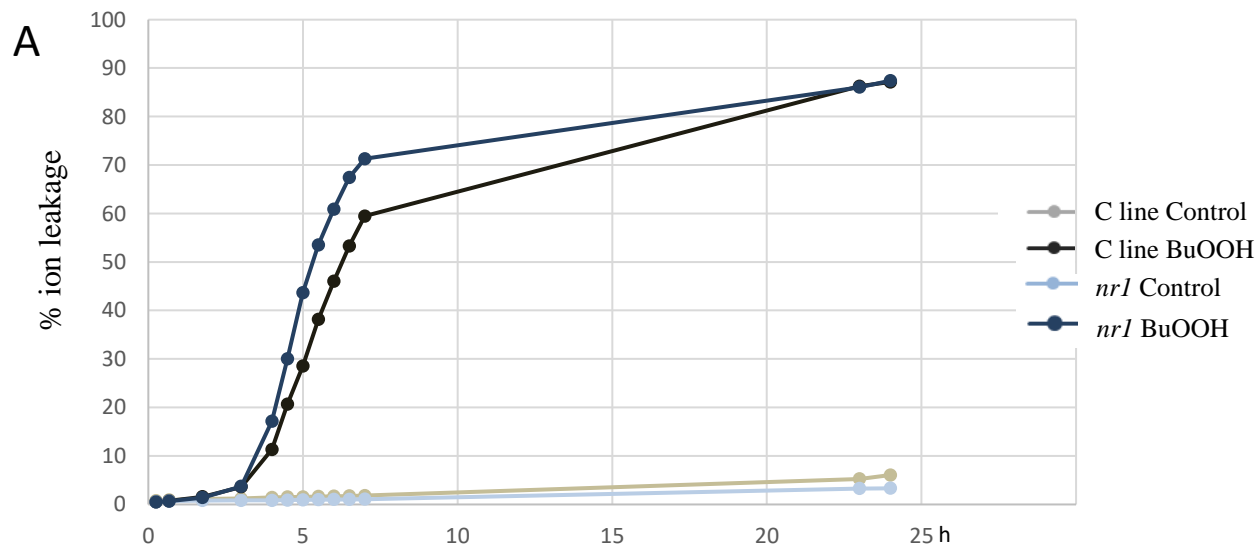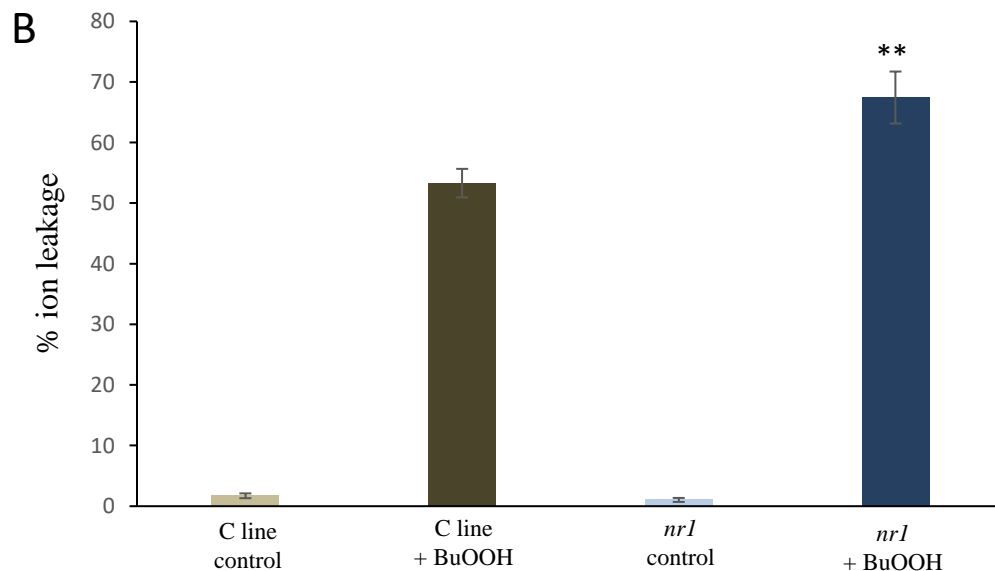

Suppl. Fig. 8. Cell death in control line and *nr1*. Leaf discs of 6 week old plants control line (grey/black lines/bars) and *nr1* (blue lines/bars) were treated with 1 mM tert-butylhydroperoxide (BuOOH) and ion leakage was measured. Total (100%) ion leakage was determined after killing cells by boiling. Controls were treated with water. Shown are the means of four biological replicates. The experiment was repeated four times with similar results. A: time course B: ion leakage after 6.5 h. Asterisks indicate significant differences between the wild type Col and mutant lines (\*\*  $p < 0.01$ ).

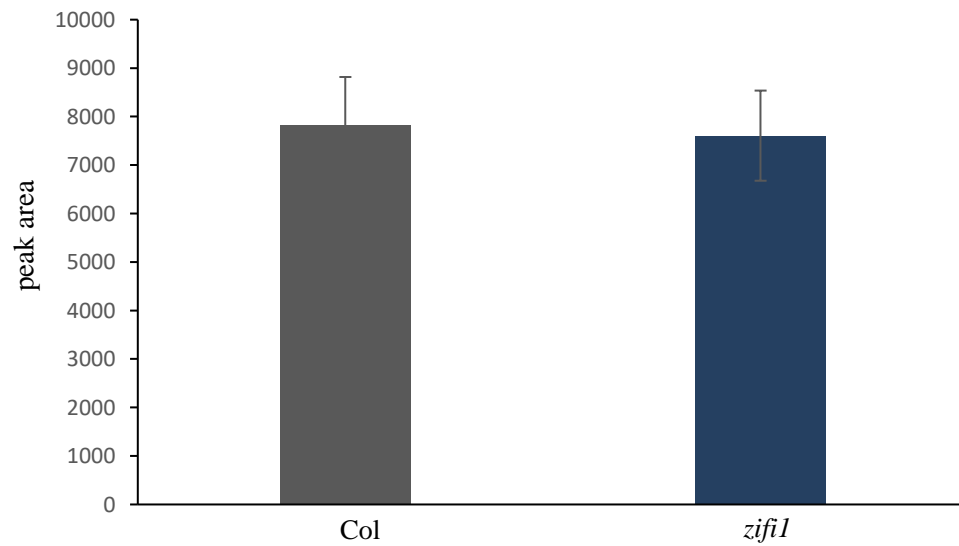

Suppl. Fig. 9: levels of PGA-glutathione conjugate. Seedlings of wild type Col (grey bars) and *zif1* (blue bars) were treated with mock or 75  $\mu$ M PGA for 24 h. Shown is the mean of the peak area with m/z of 642.307 Da of six biological replicates  $\pm$  sd. The experiment was repeated with similar results. No PGA-glutathione conjugate was detectable in mock treated seedlings.

A

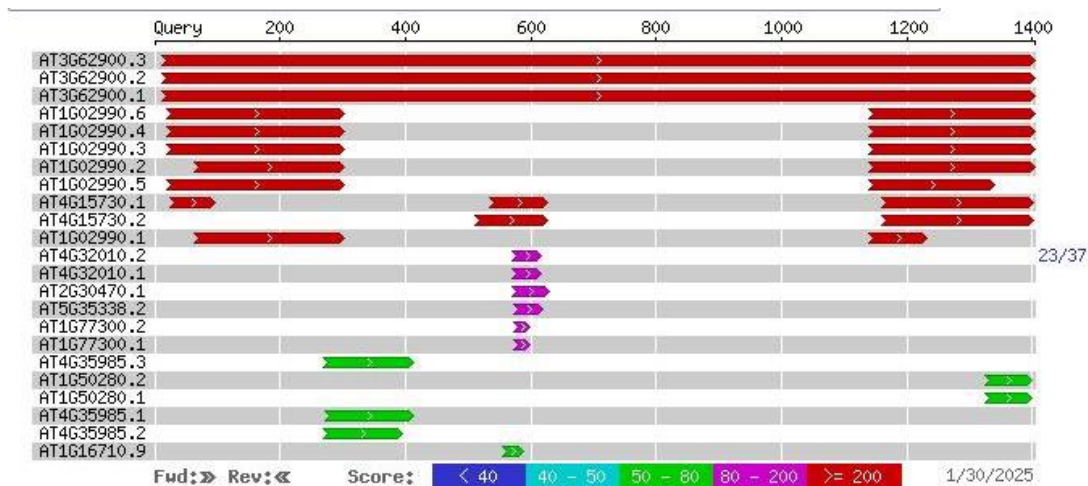

B

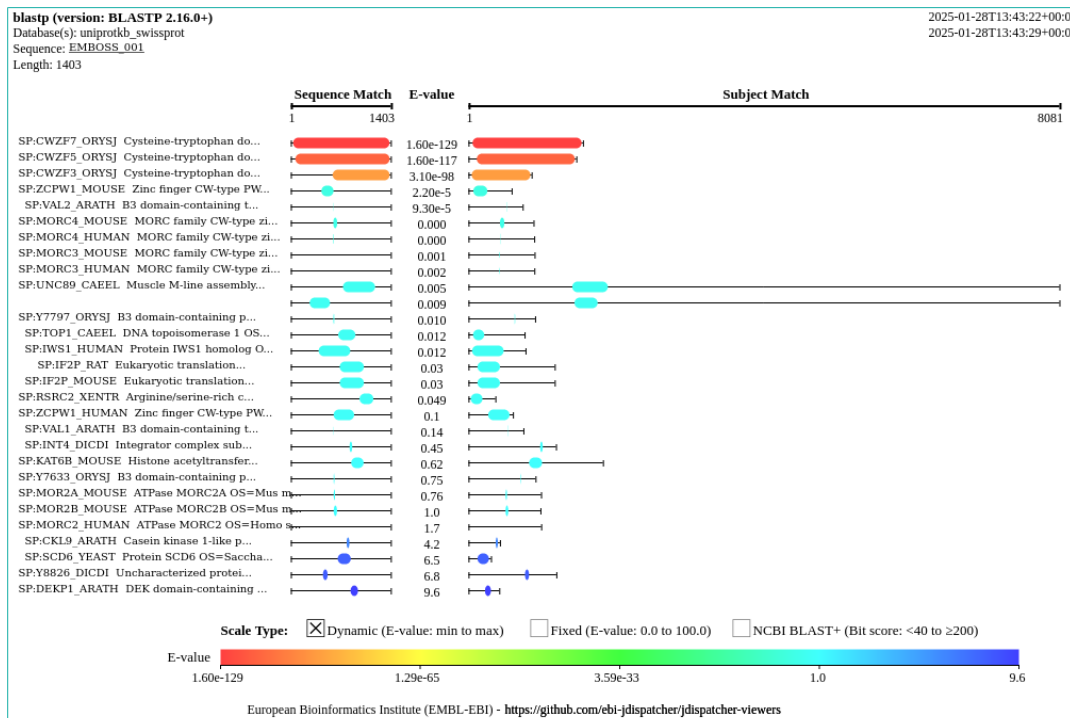

Suppl. Fig. 10: ZIFI1 paralogs and orthologs  
(A): Results of a BLAST search with ZIFI1 protein sequence (At3g62900) in the Araport11 protein database  
(B): Results of a BLAST search with ZIFI1 protein sequence (At3g62900) in the NCBI protein database, created with:  
<https://github.com/ebi-jdispatcher-viewers>

Altschul, S.F., Madden, T.L., Schäffer, A.A., Zhang, J., Zhang Z., Miller, W., Lipman, D.J. (1997) Gapped BLAST and PSI-BLAST: a new generation of protein database search programs. *Nucleic Acids Res.*, 25, 3389-3402.

/ Browse / By Entry / InterPro / IPR011124 / Taxonomy / Uniprot

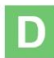

## IPR011124 Zinc finger, CW-type ★

InterPro entry

This entry matches this taxonomy:

|                      |           |
|----------------------|-----------|
| Overview             |           |
| Proteins             | 14k       |
| Domain Architectures | 340       |
| <b>Taxonomy</b>      | <b>5k</b> |
| Proteomes            | 1k        |
| Structures           | 35        |
| AlphaFold            | 7k        |
| Pathways             | 163       |

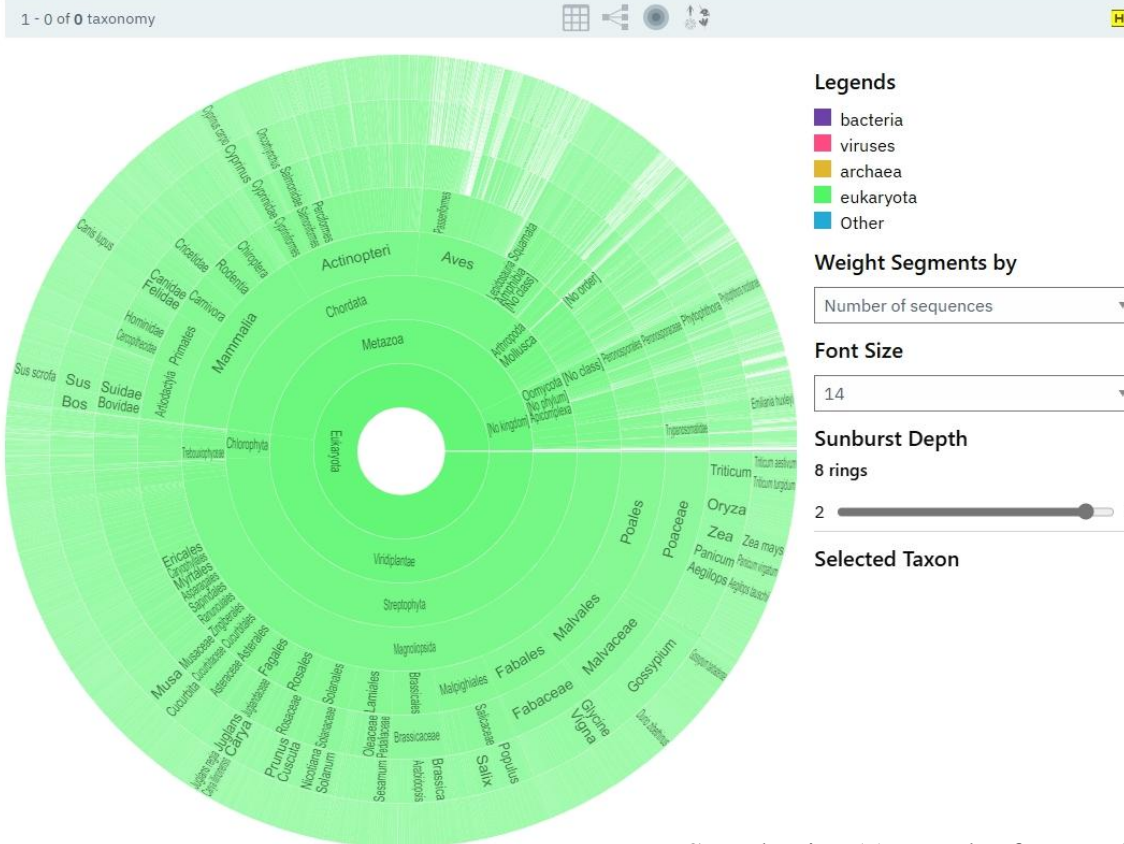

Suppl. Fig. 11: results for IPR011124 with the taxonomy-tool of InterPro, EMBL-EBI, UK  
<https://www.ebi.ac.uk/interpro/entry/InterPro/IPR011124/>

How the deposited data were processed for this re-analysis (not part of the article)

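Transcripts were measured in seedlings of the wild type (Col), the T-DNA line *zifi1*, the EMS mutant *nr1* and a line labeled over-expressor (OE), mock-treated or treated with 75 µM PGA for 4 h, on 24 one-color Agilent arrays with 3 biological replicates per group. The OE arrays are not described in the paper's text, and their values are given after the processing summary only, apart from the ZIFI1 transcript and the plot of the responses to PGA.

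The authors deposited the output of the Agilent scanner software for each array, with linear median intensities of each spot and its local background and a processed signal, and a table of log2 intensities. The values of that table were equal, within 4.97e-14, to the median signals after normexp background correction with no offset and quantile normalization over all 24 arrays, for the 35701 spots well above background on at least 3 arrays. The paper names limma, background correction, quantile normalization, a filter on low-quality probes, an adjusted p of 0.05 and an absolute log2 fold change of 1. Its text does not name the background method, the offset, the rule of the filter or the arrays that entered the model.

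Scanner output was read with limma 3.58.1 in R 4.3.3, with jsonlite 2.0.0 for the sample list. The 1417 control spots were left out. Median signals were corrected by normexp with an offset of 50 and quantile normalized over all arrays. Values of spots marked as outliers by the scanner software were left out (1070 of 834336 values of the tested probes, on 802 probes), and spots of a probe were averaged. Probes above 1.1 times the 95th percentile of the 153 negative control spots on at least 3 arrays were tested (34764). Of the 43603 probes, 8351 are outside the deposited table, of which 4506 were named through their RefSeq accession from the TAIR10.1 gene table, and 251 of the 8351 were tested. Symbols, descriptions and gene ontology terms of the other probes are those of the deposited annotation. Only 52.3% of the located probe starts lie within their TAIR10.1 gene, so no coordinates are given and the gene table was used for names and gene order only.

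A model with 1 mean for each of the 8 groups was fitted by lmFit and eBayes (16 residual and 3.46 prior degrees of freedom), with contrasts for each mutant against the wild type in mock and after PGA, for PGA against mock in each line, and for the interaction of line and treatment. P-values were adjusted by the Benjamini–Hochberg method over the probes of a contrast, and a probe was called at an adjusted p below 0.05 and an absolute log2 fold change above 1. A gene was called when any of its probes was. Values of single genes are those of the probe with the highest mean over all arrays, and disagreement between probes is stated. The genes named are those that the paper names and, for each comparison, up to 3 probes with the largest rise and 3 with the largest fall among the called probes whose groups do not overlap. A few further genes of the families and of the interaction were named after their values were seen, namely ATPDR12, ATPDR9, AT4G19880, ATGSTU10, ATHSP22.0 and the GSTs outside Table 2.

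Gene ontology terms of Table 1 were tested by one-sided Fisher exact tests against all genes tested, with directly annotated terms only. Gene families were tested by camera with a preset correlation of 0.01, by camera with an estimated correlation and by fry. The shared part of the correlation of *zifi1* and *nr1* was measured in 100 simulated sets. On simulated data, with 50 probes changed by each of 4 amounts, the model recovered between 94% and 100% of the changes of *zifi1* after PGA and between 86% and 100% of the interactions at a size of 1.5 or 2.5, and called 0 unchanged probes.

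Precision is limited by the number of arrays per group. Between 73.9% and 81.1% of the probes of an array were well above background. The replicate numbers are not known to pair arrays of different groups. The correlation of same-numbered arrays across probes, after group means were removed, was above 0.1 for all 3 numbers in 3 of the 10 pairs of groups compared, so the model holds no replicate term, and a replicate block was tried as an alternative.

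The alternatives tried were normexp with an offset of 0, the processed signal scaled to the 75th percentile of each array, the authors' deposited values, no filter on dim probes, a filter on probes well above background on 3 arrays, an intensity trend in eBayes, only the arrays that the paper describes, only the arrays of the 2 lines compared, the replicate number or the slide as a block, probes of a gene averaged, other thresholds (an adjusted p of 0.01, a log2 fold change of 0.58 or 1.5), all genes on the array as background for the gene ontology terms, and each array left out in turn. Outlier-marked spots kept and the authors' deposited table as it stands were added after seeing the data. No array was left out of the model. The phytoprostane, OPDA and *tga2,5,6* data and the RT-qPCR, reporter and growth measurements were not analysed here.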

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

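Among the tests below, those of splits with the difference between the lines taken out, that of the slides for *nr1*, and the counts of genes in *nr1* that are lower after PGA or induced in OE were chosen after the result was seen; the others were set out before they were run but after the first counts of the comparisons were seen.

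The response to PGA differed between *zifi1* and the wild type, by a test of the difference itself, on 57 probes, all with the smaller response in *zifi1*; 0 probes had a higher log2 fold change by PGA in *zifi1* at an absolute difference above 1, while 1777 probes had an unadjusted p below 0.05 in limma. The count was 131 without replicate 1 of the PGA-treated wild type and 33 without replicate 3 of the mock-treated wild type. The tables argue against the normalization as the whole cause, since the processed signal scaled to the 75th percentile, without quantile normalization, gave 48 probes with a lower and 5 with a higher log2 fold change by PGA in *zifi1*. They also argue against the calling threshold as the whole cause of the genes called in the wild type alone: over the 550 genes induced in OE, chosen without reference to the wild type or *zifi1*, the median response was 1.48 in the wild type and 1.03 in *zifi1*, a difference of −0.449 (SD 0.340 over the replicate numbers, from −0.720 to −0.0966), and 482 of them (87.6%) had the smaller response in *zifi1*. The split tests used the 33962 probes with a value on every array, on which 56 probes were called. In the split test set out before, 13 of 100 splits gave as many, so it does not exclude chance; splits that mix the lines turn a difference between the lines into an interaction, up to 3191 probes. With the difference between the lines taken out, only the real split of 100 gave as many (1 of 100, largest other 7), which argues against chance. That difference was estimated from the real grouping, and this version was chosen after the result, so it does not exclude chance. Differences in growth between the lines stay open as untested. A smaller response in *zifi1* that follows from the loss of ZIFI1 is consistent with these values as a hypothesis.

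The response to PGA differed between *nr1* and the wild type on 113 probes, 107 with a lower and 6 with a higher log2 fold change by PGA in *nr1*. The response was smaller in size in *nr1* on 105 of the 107, and larger on 2, AT1G52120 (−0.13 in the wild type and −1.19 in *nr1*) and JAZ10 (0.51 and −0.89), which were named after their values were seen. The 107 probes were 251 without replicate 1 and 59 without replicate 2 of the PGA-treated wild type, and the 6 probes 12 without replicate 1 of mock-treated *nr1*. Of the 6, 4 were called lowered by PGA in the wild type and were lowered less in *nr1*, among them 2 probes of CYP702A5, with interactions of 2.30 and 2.11. The lowest interaction was that of UGT1 (−2.87, adjusted p = 2.68e-04). Higher levels of the same genes in *nr1* without PGA are not the whole cause of the negative interactions, since 68 of their 78 genes were lower in *nr1* after PGA at an adjusted p below 0.05, with a median of −1.14. They stay open as a part of it: in mock the genes went both ways, so their median of 0.161 decides nothing, 20 were higher in *nr1* at an adjusted p below 0.05, and for 13 the rise in mock was at least as large as the fall after PGA, among them UGT1 (1.47 in mock and −1.40 after PGA). Of the 78 genes, 32 also passed the thresholds for a negative interaction in *zifi1*, and the median interaction of the 78 in *zifi1* was −1.03; both interactions use the same wild-type arrays, so part of this is built in. As for *zifi1*, the split test set out before, on 109 called probes with a value on every array, does not exclude chance (12 of 100), while 1 of 100 splits, the real one, gave as many probes with the difference between the lines taken out (largest other 0). *nr1* is an EMS mutant and may carry other mutations, so how much of this follows from *zifi1* stays open.

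In OE, a line that the paper does not report on in the transcriptome, the log2 fold change by PGA was higher than in the wild type on 9 probes and lower on 1 probe; of the 9, the response was larger in size in OE on 8, and on 1, AT3G46720, named after its values were seen, a lowering in the wild type (−1.11) was absent in OE (0.11). In all, 1247 probes had an unadjusted p below 0.05. The count of lower ones was 3 without replicate 3 of PGA-treated OE. The lower one, a probe without a gene symbol, had the largest interaction in size (−3.35, adjusted p = 4.58e-04), with a rise by PGA of 3.66 in the wild type and 0.31 in OE. The largest of the 9 higher ones were those of AT1G19397 (2.61, adjusted p = 4.20e-06), AT2G47895 (2.25) and AT2G39690 (1.91). Chance is not excluded by the split test set out before (13 of 100 splits). With the difference between the lines taken out, only the real split gave as many (1 of 100). The largest other split gave 9 probes against 10, and this version was chosen after the result, so it does not exclude chance either. PGA changed 1070 probes in OE, 738 higher and 332 lower, against 722 and 273 in the wild type. For the responses to PGA in OE, *zifi1*, *nr1* and the wild type, 1 of 10 splits, the real one, gave as many probes; with 3 arrays against 3 this share is never under 10%, so the split test can exclude nothing, whatever the data, and does not weigh against the model's calls. The background of OE is not known, and no biological explanation was tested.

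OE differed from the wild type on 283 probes in mock (197 lower, 86 higher) and on 227 after PGA (180 lower, 47 higher). The higher ones in mock were 49 without replicate 3 of the mock-treated wild type. In each of these comparisons 1 of 10 splits, the real one, gave as many probes, a test too small to exclude chance in any data. Beside ZIFI1 itself (5.03 in mock), the largest changes were falls of probes bright in the wild type: HR4 (−8.17), RPS15AD (−7.59) and AT1G25055 (−7.12). In all, 64 probes of 46 located genes were lower by more than 2 in mock and after PGA, with a median of −3.35 in mock, and 34 of them were well above background on all wild-type arrays and on no OE array. They lie on chromosome 1 (16 genes), 3 (18), 5 (10), 4 (2) and 2 (0). Segments of another accession in OE may explain them: of 77 genes changed by other amounts, 28 (36.4%) lie within 20 genes of such a gene in the order of the TAIR10.1 table, against 6.35% of all other genes (one-sided Fisher exact test, p = 1.29e-14). This test could have come out the other way; genes near each other that change for another reason, such as clusters of related genes, stay open, and the OE line's sequence is not in the data. Differences of OE from the wild type are thus not read as effects of ZIFI1.

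PGA lowered 273 probes (240 genes) in the wild type, which the paper does not discuss. Of 10 splits of the arrays, on the probes with a value on every array, 1, the real one, gave as many, a test too small to exclude chance in any data. The largest falls were those of CYP702A5 (−3.96), AT5G19890, a peroxidase (−3.13), and AT1G12805 (−3.11). In *zifi1*, 276 genes were lowered, 174 of them among the 240. The direction is the one that a condition of the design, the treatment, gives; the scaling was checked, and under the processed signal scaled to the 75th percentile 821 probes were lowered. In limma's test of the interaction, 0 of the 273 probes differed between *zifi1* and the wild type at an adjusted p below 0.05; at an unadjusted p below 0.05, the lowering was weaker in *zifi1* on 22 and stronger on 7.

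Without PGA, *nr1* differed from the wild type on 913 probes (400 lower, 513 higher), more than *zifi1* did (439), a comparison for which the paper's text gives no values. The largest rises were AT1G67865 (4.10) and AT1G67860 (3.98). With slide as a block 942 probes differed, 745 of them shared with the 913, which argues against a difference between slides as the whole cause. This check rests on slides 4 and 5, the only slides with arrays of both lines, so a part played by slides stays open. A PGA response that is on in *nr1* without PGA is not the whole cause of the higher genes, since 376 of the 393 are not called induced by PGA in OE. It stays open for a part of them: 17 of the 393 are induced in OE, 4.33% against 2.41% of all genes (one-sided Fisher exact test, p = 0.0152), and 8 of the 334 lower genes (p = 0.556). Over all genes induced in OE, 269 were above 0 and 281 below 0 in *nr1* in mock, so their median of −0.00881 (SD 0.123) decides nothing. Of 10 splits, 1, the real one, gave as many probes, and this test is too small to exclude chance in any data. The EMS mutations and the GST6::LUC background of *nr1* stay open as untested.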

How the results depend on the processing

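The thresholds, the comparisons and their tests, and the alternatives were chosen before the data were examined, except for 2 alternatives chosen after seeing the data (outlier-marked spots kept, and the authors' deposited table as it stands). The tests of explanations were chosen later: those that other parts name as chosen after the result was seen, and the others before they were run but after the first counts of the comparisons were seen. The median signal was used since the scanner output holds no mean signal. All alternatives were run.

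Over 431 results and 4767 comparisons with the alternatives, 4595 kept their direction and their side of the threshold or a count within 1.5 times, 46 no longer passed, 46 newly passed and 80 moved. Results past the threshold reversed in 0 comparisons; 27 changes of sign were of values past it neither way. With each array left out in turn, 3036 of 3240 were kept, 113 no longer passed, 26 newly passed, 65 moved and 0 reversed. With the 2 added alternatives, 851 of 862 were kept. No main count or set test changed with no filter on dim probes, a filter on probes well above background, an intensity trend or only the 18 arrays of the paper, and the count of gene ontology terms did not change with all array genes as background. Of the single genes and terms, 3 results changed with no filter, 0 with the filter on probes well above background, 2 with the trend and 6 with the 18 arrays, among them P1 in mock and the rise of UGT84A2 in *zifi1* with no filter and with the 18 arrays, which no longer passed. An adjusted p of 0.01 was set as an alternative for the comparisons of *zifi1* with the wild type alone, whose counts stayed within 1.5 times. In other comparisons it moves counts further: probes with a lower log2 fold change by PGA than the wild type became 33 in *zifi1* and 57 in *nr1*, those with a higher one in *nr1* 3, and probes higher in OE in mock 57.

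Under the processed signal scaled to the 75th percentile most counts rose. Probes lower and higher became 722 and 367 for *zifi1* in mock, 1493 and 940 for *zifi1* after PGA, 996 and 1057 for *nr1* in mock, 1504 and 1065 for *nr1* after PGA, 442 and 207 for OE in mock, and 388 and 112 for OE after PGA. Probes lowered and raised by PGA became 821 and 1134 in the wild type (708 genes lowered), 827 and 774 in *zifi1* (711 genes lowered), 519 and 475 in *nr1*, and 906 and 1187 in OE. A higher log2 fold change by PGA than in the wild type was seen on 5 probes in *zifi1* and 14 in *nr1*, and a lower one on 5 in OE. The genes induced became 810 in the wild type, 571 in *zifi1*, 469 in both and 102 in *zifi1* alone, the median in *zifi1* of those called in the wild type alone 0.62, the genes lower in both mutants 720, and the rise of HMP20 in *zifi1* passed (0.47). The cause was not tested; the median of all probes moved by less than 0.1 in every contrast.

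With normexp and an offset of 0, 133 probes were higher in OE in mock and 2 had a lower log2 fold change by PGA in OE. With the authors' deposited values these were 135 and 2, and with their table as it stands (added) 132 and 2. With the deposited values the heat shock set passed for the interaction (camera adjusted p = 0.0475), and with outlier-marked spots kept (added) after PGA and for the interaction (0.0473 and 0.0320). Over the alternatives set before, the heat shock set was between 0.0536 and 0.0798 after PGA and between 0.0340 and 0.139 for the interaction. The cause was not tested.

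With only the arrays of the 2 lines compared, which leaves fewer arrays for the spread, a lower log2 fold change by PGA was seen on 26 probes in *zifi1* and 49 in *nr1*, 27 and 56 probes passed the adjusted p alone, and 11 genes called in the wild type alone passed the interaction. With the replicate number as a block, TGA2 in *zifi1* after PGA passed (−0.23). With slide as a block it also passed (−0.23), as did TGA5 in mock (−0.30), the rise of HMP20 in *zifi1* (0.38) and the heat shock set for the interaction (0.0340), while ZIFI1 in *nr1* no longer passed in mock (−0.64) or after PGA (−0.65). The probes with a higher log2 fold change by PGA in *zifi1* became 1, and 229 probes passed the adjusted p alone for *nr1*. The cause was not tested. With the probes of a gene averaged, which leaves 1 value per gene, 92 values were higher in *zifi1* in mock, 287 in *nr1* after PGA and 54 in OE in mock, 66 had a lower log2 fold change by PGA in *nr1* (90 at the adjusted p alone), and the median in *zifi1* of the genes called in the wild type alone was 0.63.

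At a log2 fold change above 0.58 the genes induced were 1039 in the wild type, 698 in *zifi1*, 568 in both, 471 in the wild type alone and 130 in *zifi1* alone, with a median in *zifi1* of 0.36 for those in the wild type alone. Above 1.5 they were 291, 163, 150, 141 and 13, with a median of 1.06, and 20 of the 141 passed the interaction. By construction the threshold sets these counts.

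With each array left out in turn, these results changed, given as lowest and highest. Probes higher after PGA were 215 to 599 in *zifi1* and 313 to 697 in *nr1*. Probes lowered by PGA in *nr1* were 141 to 274, and those higher in OE in mock 49 to 95. For *zifi1* the probes with a lower log2 fold change by PGA than the wild type were 33 to 131, those with a higher one 0 to 1 and those at the adjusted p alone 36 to 189; for *nr1* 59 to 251, 5 to 12 and 82 to 393; for OE those with a lower one were 1 to 3. The genes called in the wild type alone that passed the interaction were 17 to 76, with a median in *zifi1* of 0.54 to 0.61. The correlation of *zifi1* and *nr1* was 0.753 to 0.855. The camera adjusted p was 0.0467 to 0.220 for cytochrome P450 enzymes and 0.0215 to 0.167 for heat shock genes after PGA, and 0.00189 to 0.0545 for GSTs and 0.0153 to 0.310 for heat shock genes for the interaction. ZIFI1 in mock-treated *nr1* was −0.76 to −0.54, the interactions of HSFA2 −1.69 to −1.11 and of P1 −1.10 to −0.72, the rise of HMP20 in *zifi1* 0.29 to 0.48, and TGA5 in mock −0.36 to −0.23. Replicate 1 of the PGA-treated wild type gave the highest count of negative interactions in *zifi1* (131) and *nr1* (251) and of higher probes in *zifi1* (599) and *nr1* (697) when left out; the cause was not tested.

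Among single genes, the interactions of ATGSTU11 and UGT73B4 no longer passed under 4 and 5 of 11 alternatives, and that of UGT1 passed under all 11. Response to osmotic stress passed under 8 of 12, between 0.0132 and 0.252. Signal over background limits the dim genes: the F-box gene AT3G61340 was well above background on 8 of 24 arrays, and its difference in *zifi1* after PGA was −0.07, against −1.10 under the processed signal scaled to the 75th percentile.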

Differences from the paper's values

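Of 74 log2 fold changes by PGA of Table 2, 14 differ from the paper's in sign or by more than the SD of the 3 same-numbered differences, with a median absolute difference over all 74 of 0.0861. This SD is a spread between arrays, while both values come from the same arrays, so the rule does not rank disagreement. In the wild type it counts ATGSTU22 (3.01 here, the paper's 3.07) and not ATGSTU11 (3.16 here, the paper's 3.55). Of 14 counts, 2 differ by more than 1.5 times.

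For 11 of the log2 fold changes, normexp with an offset of 0 and the authors' deposited values, both set before the data were examined, fall within the paper's values; so does the authors' deposited table as it stands, which was chosen after seeing the values. The other alternatives set before the data were examined do not, except slide as a block for UGT1 (4.21). In *zifi1* these are ATGSTU2 with 1.70 here and 2.11 as the paper's value, AT1G05680 with 3.92 (the paper's 4.45), UGT73B2 with 2.60 (the paper's 3.04), UGT73B4 with 2.81 (the paper's 3.32), UGT84A1 with 0.69 (the paper's 0.99) and AT1G53270 with 0.71 (the paper's 0.88). In the wild type they are ATGSTU22 with 3.01 (the paper's 3.07), AT3G46660 with 0.72 (the paper's 1.16), UGT1 with 4.20 (the paper's 4.42), UGT73B2 with 3.58 (the paper's 3.94) and UGT73B4 with 4.04 (the paper's 4.44).

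ATGSTU4 in *zifi1* was 1.74 here and 0.88 as the paper's value. With the probes of the gene averaged, set before the data were examined, it was 1.11 and no longer differs; all other alternatives differ. ATGSTU19 in the wild type was 2.14 (the paper's 2.66) and AT5G03490 in *zifi1* 1.37 (the paper's 1.11), and both differ under every alternative run.

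Of the GSTs not called induced by PGA in the wild type, 4 were called lower in *zifi1* after PGA, against 7 as the paper's count. With normexp and an offset of 0, the processed signal scaled to the 75th percentile, the authors' deposited values, the replicate block and the slide block, all set before the data were examined, the count was 5 and no longer differs; so it was with the deposited table as it stands, chosen after seeing the values. Under the other alternatives it was 3 or 4. Of the ABC transporters, 14 by symbol or description were called induced in the wild type, against 6 as the paper's count. Under every alternative run, between 13 and 16, the count differs. The 2 counts are of unlike lists. The paper's 6 are the entries of Table 2, which hold 5 different genes, and all 5 are among the 14. The others of the 14, such as ATPDR12 and ATMRP1, are outside Table 2.

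Some counts that do not differ are reached exactly. For genes induced by PGA, the deposited table as it stands, chosen after seeing the values, gives the paper's 646 in the wild type, 327 in both lines and 52 in *zifi1* alone, and it also gives the paper's counts of genes induced in the wild type alone and of genes lower in both mutants. Normexp with an offset of 0 and the deposited values, both set before the data were examined, also give 52, the paper's count of genes lower in both mutants, and 18 UDP-glycosyltransferases induced, the paper's count, and the deposited values give 327 in both lines.

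The paper states that genes of the terms for hypoxia and water deprivation are enriched among the genes lower in *zifi1* after PGA. With directly annotated terms the adjusted p was 0.361 and 0.125, and water deprivation passed only without replicate 1 of the PGA-treated wild type (0.00575). Of its Table 1, 6 of the 15 terms that could be tested passed here. Those that did not also include response to stress (0.125), biotic stimulus (0.303), fungus (0.489), abiotic stimulus (1), temperature stimulus (0.361), salt stress (0.361) and monooxygenase activity (1). The last term was annotated directly to 42 genes only, while 194 genes are cytochrome P450 enzymes by symbol or description.

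The paper lists ATGSTU4 as less induced in *zifi1*; here it was 1.55 in the wild type and 1.74 in *zifi1*, and its other probe goes the other way. The paper names UDP-glycosyltransferases of Table 2 with no smaller induction in *zifi1*. Here all 18 were smaller on the probe given, AT1G05680 by −0.11 and UGT84A2 by −0.00, while the other probe of UGE5 goes the other way. The paper lists AT3G46660, AT2G36780 and UGT84A1 as induced in the wild type; here they stayed below the threshold at 0.72, 0.96 and 0.92. They are called with normexp and an offset of 0 and with the deposited values (1.16, 1.00 and 1.15), under the processed signal scaled to the 75th percentile (3.50, 1.05 and 1.40), AT2G36780 also with slide as a block (1.00), and all with the deposited table as it stands, chosen after seeing the values. Among ABC transporters Table 2 lists AT3G28345 with differing values; here it has 3 probes, and 5 different genes of the list were tested.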

Other observations

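Of the tests below, that of a dose effect of ZIFI1 was chosen after the result was seen.

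Genes lower in *zifi1* after PGA were in large part lower without PGA. The 591 genes had a median difference of −0.759 in mock (SD 0.243), and 302 of them were lower there at an adjusted p below 0.05. For the 172 genes also induced by PGA in the wild type the median in mock was −0.34, and for the 419 others −0.93, against −1.30 and −1.31 after PGA. Of the 591 genes, 47 passed the interaction test. A difference between the lines that is there without PGA may thus account for part of this list, more for the genes that PGA does not induce; the treatments' differences had a correlation across probes of 0.780, and genes are not independent replicates. The normalization is not the whole cause: under the processed signal scaled to the 75th percentile 1493 probes were lower. In each of the comparisons of *zifi1* and of *nr1* with the wild type, in mock and after PGA, 1 of 10 splits, the real one, gave as many probes; the share is never under 10%, so this test is too small to exclude chance in any data.

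The genes lower in *zifi1* without PGA are not private to the T-DNA line. The 248 genes had a median difference of −1.06 in *nr1* after PGA (SD 0.104), on arrays that are not used to define the list, with 238 below 0, and 148 were called lower in *nr1* in mock. AT5G35935, the transposable element gene with the largest rise in *zifi1*, was also higher in *nr1* (1.04, adjusted p = 2.82e-06), which argues against a change private to the T-DNA line as the only source, while its much larger rise in *zifi1* stays open. Changes shared by both mutants are consistent with an effect of ZIFI1, and a difference between the wild type stock and both mutants' backgrounds was not tested.

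Of 163 tested genes among the 100 on each side of ZIFI1 in the TAIR10.1 gene order, 3 were called in *zifi1* in mock (1.84%), against 1.57% of all genes (one-sided Fisher exact test, p = 0.471). A segment of another origin around the insertion is thus unlikely to account for the differences.

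Differences of *zifi1* and OE from the wild type went in opposite directions, with a correlation across probes of −0.175 for *zifi1* in mock with OE after PGA and of −0.246 for *zifi1* after PGA with OE in mock, which share no array. For *nr1* the values were −0.185 and −0.167. Of the 591 genes lower in *zifi1* after PGA, 473 were above 0 in OE in mock, with a median of 0.27. This is consistent with a dose effect of ZIFI1, as a hypothesis found and tested on the same data; the correlations are weak, genes are not independent replicates, and OE differs from the wild type also in what may be segments of another accession.

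The paralogs of ZIFI1 changed little in *zifi1*. AT1G02990 had log2 fold changes of 0.11 in mock and −0.00 after PGA (adjusted p = 0.549 and 0.993), and AT4G15730 of −0.24 and −0.26 (adjusted p = 0.0955 and 0.0356). The last did not pass without any 1 of the 6 arrays compared, with −0.24 without replicate 3 of the PGA-treated wild type. In *nr1*, TGA5 was lower in mock by −0.40 (adjusted p = 0.00610).

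Genes whose description holds the words heat shock were 201, and not all of them need be heat shock proteins. Of the 201, 31 were called induced by PGA in the wild type and 30 in *zifi1*. The medians of the 31 were 4.61 and 3.69, and 27 of them had the smaller response in *zifi1*. As a set of 194 genes, camera gave an adjusted p of 0.0541 after PGA and for the interaction, and fry 0.00269 and 0.0771. Without replicate 1 of the PGA-treated wild type camera gave 0.0215 and 0.0153, and without replicate 2 0.167 and 0.310. HSP101 had 6.28 in the wild type and 4.50 in *zifi1* (interaction −1.78, adjusted p = 0.101); its interaction passed with the replicate number as a block (−1.78), with slide as a block (−1.70), under the processed signal scaled to the 75th percentile (−1.82) and without replicate 1 of the PGA-treated wild type (−2.08). ATHSP22.0 had 6.34 and 4.62 (interaction −1.71, adjusted p = 2.25e-05).

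The first 3 principal components of the arrays held 37.0%, 26.4% and 8.35% of the variance.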
